# SEEDSTICK is a Master Regulator of Development and Metabolism in the Arabidopsis Seed Coat

**DOI:** 10.1371/journal.pgen.1004856

**Published:** 2014-12-18

**Authors:** Chiara Mizzotti, Ignacio Ezquer, Dario Paolo, Paloma Rueda-Romero, Rosalinda Fiorella Guerra, Raffaella Battaglia, Ilana Rogachev, Asaph Aharoni, Martin M. Kater, Elisabetta Caporali, Lucia Colombo

## Abstract

The role of secondary metabolites in the determination of cell identity has been an area of particular interest over recent years, and studies strongly indicate a connection between cell fate and the regulation of enzymes involved in secondary metabolism. In *Arabidopsis thaliana*, the maternally derived seed coat plays pivotal roles in both the protection of the developing embryo and the first steps of germination. In this regard, a characteristic feature of seed coat development is the accumulation of proanthocyanidins (PAs - a class of phenylpropanoid metabolites) in the innermost layer of the seed coat. Our genome-wide transcriptomic analysis suggests that the ovule identity factor SEEDSTICK (STK) is involved in the regulation of several metabolic processes, providing a strong basis for a connection between cell fate determination, development and metabolism. Using phenotypic, genetic, biochemical and transcriptomic approaches, we have focused specifically on the role of *STK* in PA biosynthesis. Our results indicate that STK exerts its effect by direct regulation of the gene encoding *BANYULS*/*ANTHOCYANIDIN REDUCTASE* (*BAN*/*ANR*), which converts anthocyanidins into their corresponding 2,3-cis-flavan-3-ols. Our study also demonstrates that the levels of H3K9ac chromatin modification directly correlate with the active state of *BAN* in an STK-dependent way. This is consistent with the idea that MADS-domain proteins control the expression of their target genes through the modification of chromatin states. STK might thus recruit or regulate histone modifying factors to control their activity. In addition, we show that STK is able to regulate other *BAN* regulators. Our study demonstrates for the first time how a floral homeotic gene controls tissue identity through the regulation of a wide range of processes including the accumulation of secondary metabolites.

## Author Summary

Plant secondary metabolites accumulate in seeds to protect the developing embryo. Using an RNA sequencing approach in conjunction with enrichment analyses we identified the homeotic MADS-domain gene *SEEDSTICK* (*STK*) as a regulator of metabolic processes during seed development. We analyzed the role of *STK* as a key regulator of the production of proanthocyanidins, compounds which are important for the pigmentation of the seed. STK directly regulates a network of metabolic genes, and is also implicated in changes occurring in the chromatin landscape. Our work demonstrates that a key homeotic transcription factor not only determines the identity of ovules but also controls metabolic processes that occur subsequent to the initial identity determination process, thus suggesting a link between identity determination and cell-specific (metabolic) processes.

## Introduction

Seeds are essential units for plant propagation. Their development is an intricate process that requires the coordinated development of the embryo, the endosperm and the seed coat. The seed coat is derived from the maternal integuments and surrounds the embryo providing the latter protection against both mechanical damage as well as that inflicted by UV radiation. In addition, it facilitates the efficient dispersion of offspring and mediates initial water uptake during germination [1]. Upon double fertilization, the first phase of seed development is characterized by several morphological changes followed by the accumulation of secondary metabolites in specialized seed coat cells which mainly act in defence responses [2]. Although some interconnections between secondary metabolism and cell differentiation have been reported, the molecular mechanisms involved have not yet been elucidated. New approaches to genome-wide target identification indicate the existence of a correlation between cell identity specification and the regulation of secondary metabolism. For example, direct targets of the MADS-domain transcription factor SEPALLATA3 (SEP3) have been shown to include genes involved in lipid biosynthesis, hormone production and the biosynthesis of sterol and wax [3]; SHORT VEGETATIVE PHASE (SVP), another MADS-domain protein, binds to genes involved in the hormone stimulus response, suggesting its involvement in the cytokinin, auxin and jasmonate signalling pathways [4]. MADS-domain transcription factors have been demonstrated to be important regulators of floral organ specification, and SEEDSTICK (STK) in particular has been shown to play a pivotal role in ovule ontogeny [5]. The *STK* gene controls ovule identity redundantly with *SHATTERPROOF1* (*SHP1*) and *SHP2* [6]–[8]. Furthermore, *STK* is required for normal seed shedding and, together with another MADS-domain gene *ARABIDOPSIS B SISTER* (*ABS*), for proper formation of the endothelium, the innermost layer of the seed coat [7], [9]. Transcriptome analysis of developing ovules and seeds has suggested the involvement of STK in the control of secondary metabolism (see later). Based on the data obtained and the morphological characterization of the *stk* mutant we have focused on the regulation of the flavonoid metabolic pathway.

Fertilized ovules accumulate proanthocyanidins (PAs) in the endothelium. These molecules are flavan-3-ols and in Arabidopsis they are composed of epicatechin monomers and polymers [10]. PAs are important compounds as they provide protection against light and predation by herbivores, they have antimicrobial and antioxidant activities, and in addition they limit the growth of neighbouring plants [11]–[16]. Epicatechins are responsible for the brown pigmentation of the Arabidopsis seed [16]. They are synthesized in the cytoplasm and then transported to the vacuoles where finally they are polymerized [17]. In Arabidopsis, PA biosynthesis begins in the micropylar region of the endothelium around 1 to 2 days after fertilization and then progressively extends to include the rest of the endothelium up to 5 to 6 days after fertilization [2], [16]. The genetics of PA biosynthesis and accumulation has been well-studied in Arabidopsis revealing the participation of a complex network of several groups of genes. PA biosynthetic structural genes are divided into two groups: the Early (EBGs) and the Late (LBGs) Biosynthetic Genes [16], [18], [19]. The EBGs comprise four genes: *CHALCONE SYNTHASE* (*CHS*), *CHALCONE ISOMERASE* (*CHI*), *FLAVONOL 3-HYDROXYLASE* (*F3H*) and *FLAVONOL 3′-HYDROXYLASE* (*F3′H*), and are involved in the biosynthesis of precursors for PAs and other classes of Arabidopsis flavonoids. The LBGs include *DIHYDROFLAVONOL-4-REDUCTASE* (*DFR*), *LEUCOANTHOCYANIDIN DIOXYGENASE* (*LDOX*) and *BANYULS*/*ANTHOCYANIDIN REDUCTASE* (*BAN*/*ANR*). *BAN* is considered to be a branch point in the phenylpropanoid biosynthetic pathway. It encodes an anthocyanidin reductase which converts anthocyanidins to their corresponding 2,3-cis-flavan-3-ols [20]. A third group of structural genes has also been identified in Arabidopsis that comprises *TRANSPARENT TESTA 12* (*TT12*, *MATE transporter*), *TT10* (*laccase 15*), *TT19* (*glutathione-S-transferase*) and *AHA10* (*H^+^-ATPase*). These genes are involved in flavan-3-ol modification, transport and oxidation [21]–[24] and have recently been proposed to be LBG members [19]. The regulation of LBGs occurs via a ternary protein complex called MBW (MYB-bHLH-WDR), formed by a specific R2R3-MYB, a bHLH transcription factor and the WD repeat protein TRANSPARENT TESTA GLABRA 1 (TTG1; [16], [25], [26]). In addition to this complex, other transcription factors belonging to different families such as Zinc finger (*TT1*/*WIP1*), MADS (*ABS*/*TT16*/*AGL32*) and WRKY (*TTG2*/*DSL1*/*WRKY44*) also participate in their regulation [16], [27]–[29].

Studies in several fields indicate a correlation between cell identity determination and metabolism. In unicellular organisms, like some species of yeast and *Streptomyces*, cellular differentiation is influenced by nutrients and metabolism [30], [31]. Some years ago it was proposed that enzymes involved in carbon metabolism also regulate myoblast differentiation [32], [33], while stem cell differentiation has recently been proposed to be regulated by the metabolisms of both lipids and methionine [34], [35].

The results presented in this manuscript demonstrate that STK directly prevents ectopic accumulation of PAs in the seed coat. STK both directly and indirectly regulates *BAN* and this involves STK-dependent changes in histone modification. The discovery of STK as a master regulator of genes involved in the anthocyanin biosynthetic pathway provides an interesting link between the determination of organ identity and more downstream cell-specific metabolic processes. Furthermore it opens up new possibilities to increase the levels of bioactive natural products which constitute a rich source of novel therapeutic compounds, or to modify pigments in plant tissues.

## Results

### *STK* is involved in the regulation of metabolic pathways

As a first step to understand which processes are controlled by STK, a high-throughput RNA-Seq analysis was performed comparing wild-type plants with the *stk* mutant. Based on the *STK* expression pattern, RNA was extracted from flowers starting from early stages of development (stage 9) until maturity and after fertilization until 5 Days After Pollination (DAP). 

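The RNA-Seq data comprise 2 biological replicates of wild-type Columbia plants and 2 of the *stk* mutant, in which the MADS-box gene *STK* carries an insertion. Each library was sequenced as single reads of 50 bp. The authors deposited RPKM values, that is reads scaled to the length of the exon model and to the size of the library, for 35182 gene models of 27206 genes, 5804 of which have more than 1 model. Their software shared reads that fit several places among those places in proportion to the unique reads there, and no use of the strand is stated, so values of close paralogs and of overlapping genes are less certain. From these values, log2(RPKM + 1) was compared between the genotypes with limma for the 22522 gene models with a mean of at least 1 RPKM over the 4 libraries, and p-values were adjusted by the Benjamini-Hochberg method. On this scale a fold change understates the change of weakly expressed gene models. *STK* itself (AT4G09960, chromosome 4 of TAIR10) was examined first. Its most abundant gene model, from 6236375 to 6240932, had 25.9 and 27.7 RPKM in the wild-type libraries and 5.18 and 5.73 RPKM in the *stk* libraries. This gave a log2 fold change of -2.11 (standard error 0.14, adjusted p = 0.112 from limma with Benjamini-Hochberg adjustment). With the 4 models of *STK* added together the log2 fold change was -2.19, and with each library left out in turn it stayed between -2.17 and -2.05 for the most abundant model. Among the alternatives, a pseudocount of 0.1 in place of 1 moved it most, to -2.28.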

Analysis of the raw data was performed on the commercially available CLC Genomics Workbench v.4.7.1 (http://www.clcbio.com/genomics/). A total of 102,278,242 reads passed a quality filter and 85% were mapped back to the Arabidopsis TAIR10 genome. 

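The deposited values carry the depth of each library, because the RPKM of a gene model is a whole multiple of what 1 read is worth at its length. Over 4980 genes with a single model whose ends are the same in the reference annotation, these steps gave 16965995 and 21075042 reads for wild-type replicates 1 and 2, and 30564185 and 33673020 reads for *stk* replicates 1 and 2. Their sum, 102278242, is the number that the paper gives for reads that passed the quality filter. The paper's methods give about 25M mapped reads for each sample, and the RPKM values use the totals above. With these totals, between 98.2% and 98.7% of the low values came out as whole reads. The *stk* libraries together held 1.69 times the reads of the wild-type libraries. For a gene model with 1 kb of exons, 3 reads, the most that a count of 0 allows, correspond to 0.177 and 0.142 RPKM in the wild-type libraries and to 0.0982 and 0.0891 RPKM in the *stk* libraries. These limits cover counting error alone. The number of gene models above 0 RPKM was 28198 and 28788 in wild type and 29568 and 29443 in *stk*.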

Approximately 90% of these mapped uniquely to single locations and each could thus be assigned to a single annotated TAIR10 gene. Normalization of expression was performed using RPKM values [36]. All other parameters were kept at default levels. The CLC Genomic Workbench was further used to identify and assess the levels of all the differentially expressed transcripts found in each cDNA library. Baggerley's test and False Discovery Rate (FDR) correction were used for the statistical evaluation of samples [37]. 

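Of the 22522 gene models tested, 1587 had an unadjusted p under 0.05 in limma. Only 2 of them, both lower in *stk*, had an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment. They were AT1G70830.1 of *MLP28* (chromosome 1, 26709947 to 26711462), with 75.9 and 64.3 RPKM in wild type, and AT5G64130.1 (chromosome 5, 25664350 to 25666244), with 35.2 and 32.9 RPKM. Both were listed at 0 in both *stk* libraries, each with an adjusted p of 0.0266 from limma with Benjamini-Hochberg adjustment. Summed over all models of the gene, the mean RPKM went from 652 to 499 for *MLP28* and from 85.6 to 96.2 for AT5G64130. The criteria of the methods, an unadjusted p of at most 0.05 and group means at least 2-fold apart, were met by 522 gene models higher and 272 lower in *stk* with limma's p. With Baggerley's weighted test, which the methods name, 177 gene models were higher and 114 lower. A set of 273 gene models passed with both tests. The gene models that passed with Baggerley's test belong to 258 genes, and 21 of these genes had one model higher and another lower in *stk*. S1 Table and S2 Table have 246 entries of 243 genes, since 3 genes stand in both, and 160 of these genes have more than 1 gene model. The RPKM summed over all models of a gene changed at least 2-fold the same way in 96 of the 156 genes of S1 Table and in 12 of the 90 genes of S2 Table. A Benjamini-Hochberg adjusted p under 0.05 was found for 31 of the entries with Baggerley's test and for 2 with limma. With Baggerley's test computed here, 6 of the entries did not meet the study's criteria, with unadjusted p from 0.0503 to 0.115. Both tables were drawn from these same libraries, so their overlap with these calls is not independent evidence. Among the alternatives with limma's unadjusted p, adding up the models of each gene changed the balance most, to 590 genes higher and 62 lower in *stk*.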

Our analysis revealed that 156 genes were up-regulated (S1 Table) in the *stk* mutant compared to wild type, whereas 90 were found to be down-regulated (S2 Table). To obtain an initial insight into the potential functions of *STK* downstream genes, a global view of function and the underlying biology of the differentially expressed genes was obtained by examining their gene ontology using agriGO (Fig. 1; [38]). For up-regulated genes in the *stk* mutant, the biological process category showed enrichment for lipid localization and secondary metabolic processes (Fig. 1A; S3 Table). 

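In the authors' deposited table of this enrichment, 7 of the 149 up-regulated genes belong to lipid localization, against 24 of 37767 genes in the background, with an FDR of 8.7e-09. In the same authors' deposited table, 11 genes belong to secondary metabolic process, against 489 in the background, with an FDR of 0.00072. The RPKM summed over the models of a gene rose at least 2-fold in 6 of the 7 genes and in 8 of the 11, with median folds of 2.49 and 2.20. Limma gave an unadjusted p of at most 0.05 for 7 and 10 of them, and an adjusted p under 0.05 for 0. *LTP6* (AT3G08770) had 999 and 1180 RPKM in wild type and 2809 and 2697 RPKM in *stk*. Its log2 fold change was 1.34 (standard error 0.16, adjusted p = 0.361 from limma with Benjamini-Hochberg adjustment). AT5G05960, another gene of the lipid-transfer family, had 1.26 and 1.75 RPKM in wild type and 22.0 and 8.42 RPKM in *stk*, and shares 46 bases with its neighbour AT5G05965, whose reads could not be separated from its own there. Families were also defined by words of the annotation's gene descriptions. By Fisher's exact test (two-sided), 10 of the 87 lipid-transfer gene models tested were among the 522 that met the study's criteria as higher in *stk* (adjusted p = 8.3e-05 by the Benjamini-Hochberg method over the 5 families). Short genes as a whole were raised in *stk* replicate 1: in the fifth of genes with the shortest exon length, the median log2 deviation from the mean of the libraries was 0.32 there and -0.13 in *stk* replicate 2, against -0.07 and -0.15 in the wild-type libraries.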

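Flavonoid biosynthetic process held 5 of the up-regulated genes against 69 in the background in the authors' deposited table, with an FDR of 0.00081. In that authors' deposited table, phenylpropanoid metabolic process held 7 against 175, with an FDR of 0.00079. The flavonoid genes were *DFR*, *LDOX*, *BAN*, *TT2* and *TT12*, and for each of the 5 the RPKM summed over its models rose at least 2-fold, with a median fold of 2.21. The same held for 6 of the 7 phenylpropanoid genes. Among these, *NAC012* (AT1G32770) had 0.985 and 1.59 RPKM in wild type and 3.89 and 3.94 RPKM in *stk*, a log2 fold change of 1.12 (adjusted p = 0.521 from limma with Benjamini-Hochberg adjustment). By gene descriptions, 2 of 23 flavonoid gene models were among those that met the study's criteria as higher in *stk* (Fisher's exact test, two-sided, adjusted p = 0.101 by the Benjamini-Hochberg method over the 5 families). This family holds *DFR* and *LDOX* but not *BAN*, *TT2* or *TT12*, so the test cannot decide on the enrichment in the deposited table.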

There was also notable enrichment for terms related to the phenylpropanoid metabolic process as well as flavonoid biosynthesis. 

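Among molecular functions, the authors' deposited table gives pectinesterase activity 5 up-regulated genes against 144 in the background, with an FDR of 0.018. Enzyme inhibitor activity held 5 genes against 173 and lipid binding 7 against 323 in the authors' deposited table. The sums over gene models rose at least 2-fold for all 5 pectinesterase genes, for all 5 enzyme inhibitor genes and for 6 of the 7 lipid binding genes. The pectinesterase and enzyme inhibitor terms share 4 genes, which the annotation describes as invertase/pectin methylesterase inhibitors. One of them, AT4G15750, had 113 and 110 RPKM in wild type and 348 and 256 RPKM in *stk*, with a log2 fold change of 1.41 (standard error 0.20, adjusted p = 0.457 from limma with Benjamini-Hochberg adjustment). Another, AT1G56100, has 3 gene models, whose sum went from 144 to 400 RPKM, while the listed model AT1G56100.3 had 0 and 6.46 RPKM in wild type and 25.9 and 19.3 RPKM in *stk*. Of the 90 gene models described as pectinesterases or their inhibitors, 9 met the study's criteria as higher in *stk* (Fisher's exact test, two-sided, adjusted p = 0.000401 by the Benjamini-Hochberg method over the 5 families). The raised values of short genes in *stk* replicate 1, given above, were not removed for this test.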

Analysis of the molecular functions affected revealed enrichment for genes encoding pectinesterase, enzyme inhibitor and lipid binding activities (Fig. 1B; S3 Table). 

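For cellular components, the authors' deposited table assigns 40 up-regulated genes to the endomembrane system, against 3416 in the background, with an FDR of 2.5e-08. Cell and cell part hold the same 95 genes, against 15217, with an FDR of 2e-07 in the authors' deposited table. The RPKM summed over gene models rose at least 2-fold in 35 of the 40 endomembrane genes, 31 of which have a single model. It did so in 59 of the 95 cell genes, 50 of which have a single model. The median folds of the sums were 3.48 and 2.37. Some of the endomembrane genes are short. Of the fifth of genes with the shortest exons, 13.4% met the study's criteria as higher on gene sums, against 0.132% of the fifth with the longest. Part of these rises may therefore go with the raised values of short genes in *stk* replicate 1, which was not tested for these terms.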

Analysis of enriched cellular component terms in the list of up-regulated genes included categories related to the endomembrane system and also cell and cell part groups (Fig. 1C; S3 Table). 

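Of the down-regulated genes, 19 of 89 belong to DNA binding in the authors' deposited table, against 2892 of 37767 in the background, with an FDR of 0.0018. Of these 19 genes, 18 have more than 1 gene model. The RPKM summed over the models fell at least 2-fold in 2 of the 19, *STK* and AT1G53490, and the median fold of the sums was 1.15 in either direction. Limma gave an unadjusted p of at most 0.05 for the listed gene model of 18 of the genes and an adjusted p under 0.05 for 0. AT1G53490 had summed values of 14.8 and 12.3 RPKM in wild type and 1.82 and 1.36 RPKM in *stk*, but it overlaps *MRD1* (AT1G53480) over 1142 bases of chromosome 1, so reads there could not be assigned to either gene alone. The 3 gene models with values under the name AT1G79580 lie between 11022075 and 11023755 on chromosome 4, at the positions of AT4G20440, and hold the same values as the models of that gene. By gene descriptions, 10 of 717 DNA-binding gene models were among the 272 that met the study's criteria as lower in *stk* (Fisher's exact test, two-sided, adjusted p = 0.787 by the Benjamini-Hochberg method over the 5 families). This family holds 6 genes of S2 Table, where the term holds 19, so the test cannot decide on the enrichment in the deposited table.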

Among the group of genes down-regulated in *stk*, we only found significant enrichment of terms in the molecular function category related to DNA binding (Fig. 1D; S3 Table). The transcriptome picture emerging provided a global view of the downstream networks regulated by STK. Interestingly, we found genes involved in flavonoid biosynthesis to be significantly represented in the up-regulated genes. That this group included key enzymatic players involved in PA synthesis constituted the basis for the work we report here on deciphering the role of STK in this seed coat process.

**Figure 1:**
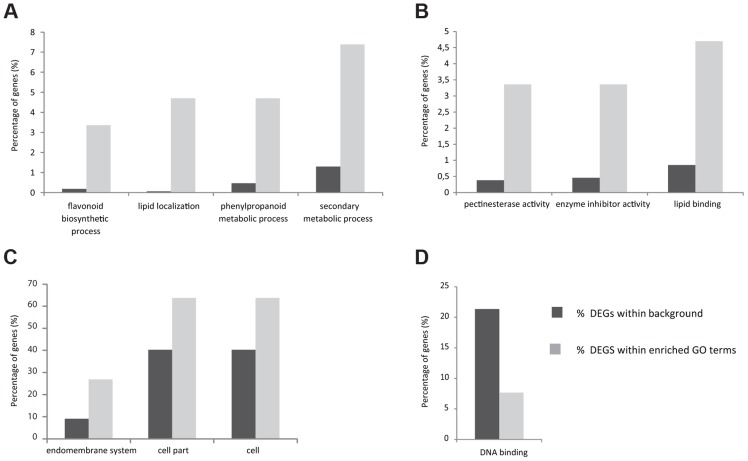
Histogram of functional gene ontology analysis of differentially expressed genes. Slim Plant term enrichment - up and down-regulated genes. Genes with higher expression in *stk* in the Biological Process (*A*), Molecular Function (*B*) and Cellular Component (*C*) categories. Genes with lower expression in *stk* Molecular Function category (*D*).

### The *stk* mutant accumulates PAs ectopically

The transcriptomic analysis of *stk* mutant ovules and seeds highlighted a significant increase in the abundance of transcripts involved in secondary metabolic processes, including those of genes involved in flavonoid and phenylpropanoid biosynthesis. 

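*DFR* (AT5G42800), which encodes dihydroflavonol 4-reductase, lies on chromosome 5 from 17164141 to 17165918. It had 21.8 ± 0.045 RPKM in wild type and 47.9 ± 1.08 RPKM in *stk* (mean ± SD, n = 2), a log2 fold change of 1.10 with a standard error of 0.13. *LDOX* (AT4G22880), the leucoanthocyanidin dioxygenase gene on chromosome 4 from 12004768 to 12006209, had 20.6 and 23.1 RPKM in the wild-type libraries and 49.5 and 53.7 RPKM in the *stk* libraries. Its log2 fold change was 1.20 (standard error 0.15), and its second model stayed at 2.64 and 2.58 RPKM. *BAN* (AT1G61720), which encodes anthocyanidin reductase on chromosome 1 from 22791168 to 22792800, had 38.4 ± 2.03 RPKM in wild type and 83.6 ± 8.74 RPKM in *stk* (mean ± SD, n = 2), a log2 fold change of 1.10 with a standard error of 0.16. In each of the 3 genes both *stk* libraries lay above both wild-type libraries, and the difference between the means exceeded the SD of either group. An exact permutation test (two-sided) then gives p = 0.333, the smallest that 2 libraries against 2 allow. Adjusted over all gene models tested, limma with Benjamini-Hochberg adjustment gave adjusted p-values of 0.375 for *DFR*, 0.395 for *LDOX* and 0.457 for *BAN*. With each library left out in turn, the log2 fold changes stayed between 0.99 and 1.28.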

Interestingly, in this group we found *DFR*, *LDOX* and *BAN*, three key enzyme encoding genes controlling the synthesis of catechin and epicatechin, the precursors of PAs. We therefore decided to study the role of STK in the regulation of the PA biosynthetic pathway in more detail since this is considered to be a key metabolic pathway linked to seed development (for review see [16]). Furthermore, recent discoveries have shown that flavonoids play a fundamental role in regulating communication between the seed coat and the endosperm [39]. PAs in wild-type Arabidopsis seeds are accumulated in the endothelium. To investigate and compare the accumulation of PAs in wild-type and *stk* mutant seeds we made seed sections at the heart stage of embryo development (when PA accumulation in the endothelium is completed) and stained these with toluidine blue O. This staining provided a general view of all seed coat cells and revealed the presence of phenolic compounds in the endothelium of wild-type and *stk* mutant seeds as highlighted by the blue staining of their vacuoles (Fig. 2A–C). However, the toluidine blue also evidenced considerable accumulation of phenolic compounds in the outermost layer of the inner integument (ii2) in the *stk* mutant seed coat (Fig. 2C, asterisk). In order to confirm the nature of the latter we used the vanillin assay that specifically detects flavan-3-ols and their proanthocyanidin polymers [2]. This analysis confirmed that PAs are accumulated in the endothelium in wild-type seeds (Fig. 2D) whereas in the *stk* mutant they are additionally observed in the ii2 layer (Fig. 2E, asterisk).

**Figure 2:**
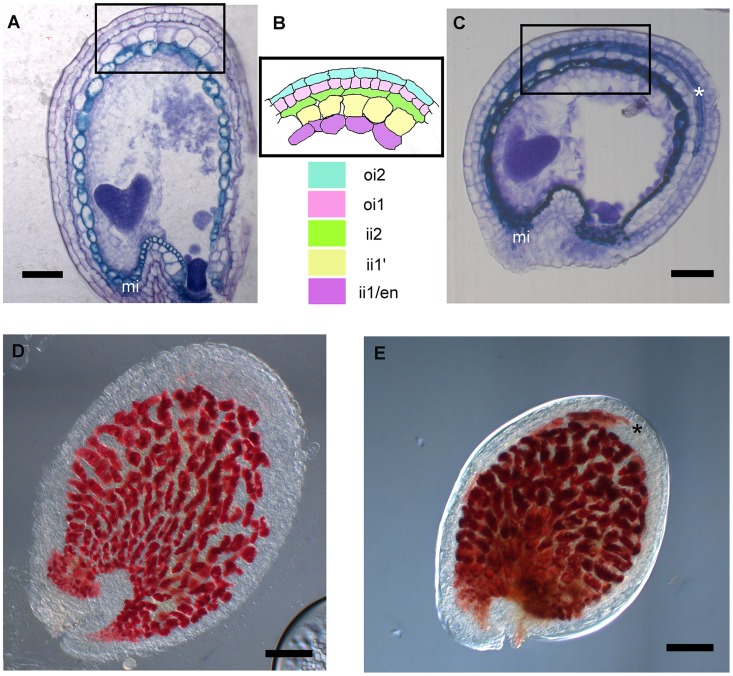
*stk* mutant seeds present defects in seed coat PA accumulation. (*A*) Sections of wild-type seeds stained with the toluidine blue O revealed the presence of phenolic compounds in the endothelium (ii1). (*B*) Scheme of Arabidopsis seed coat anatomy. (*C*) In the *stk* mutant phenolic compounds are accumulated in the endothelium (ii1) and also in the second layer of the inner integument (ii2, asterisk). (*D*) Whole-mount vanillin staining confirmed the presence of PAs in the wild-type and (*E*) in the *stk* mutant endothelium. In the *stk* mutant PAs are also accumulated outside the endothelium in the second layer of the inner integument (asterisk). mi, micropyle; en, endothelium. Scale bars = 30 µm (*A–E*).

To better understand the role of STK in PA synthesis, soluble and insoluble extracts from mature and immature (6 DAP) seeds were analyzed by Liquid Chromatography-Mass Spectrometry (LC-MS) and the complete metabolic profiles obtained are shown in Fig. 3. Peaks that could be identified as known compounds were selected and analyzed (S4 Table). No differences were observed in the metabolic profiles of insoluble PAs between mature wild-type and *stk* seeds (S1 Figure). At 6 DAP, insoluble PAs could not be detected which concords with the solvent-soluble nature of PAs at the immature stage [10]. Soluble PAs, however, showed some differences: at 6 DAP, both wild-type and *stk* mutant seeds contained the same levels of PA oligomers (n = 2–9) but the level of epicatechin monomers was higher in the *stk* mutant compared to the wild type (Fig. 3A). In mature seeds only six soluble PA metabolites were detected. The levels of dimers, trimers and tetramers were the same in the wild type and in the mutant, but the levels of epicatechin monomers, pentamers and hexamers were different (Fig. 3B). In particular, the levels of pentamers and hexamers in the wild type were higher compared to the mutant. By contrast the level of epicatechin monomers was higher in the *stk* mutant, as already detected in the metabolic profiles of immature seeds. The total amount of PAs in the *stk* mutant was greater than in wild-type seeds. These data support the morphological analysis and suggest that *stk* mutant seeds have a higher level of PAs than wild-type seeds. Furthermore, it implies that STK is predominantly involved in epicatechin monomer metabolism and only slightly affects oligomer production.

**Figure 3:**
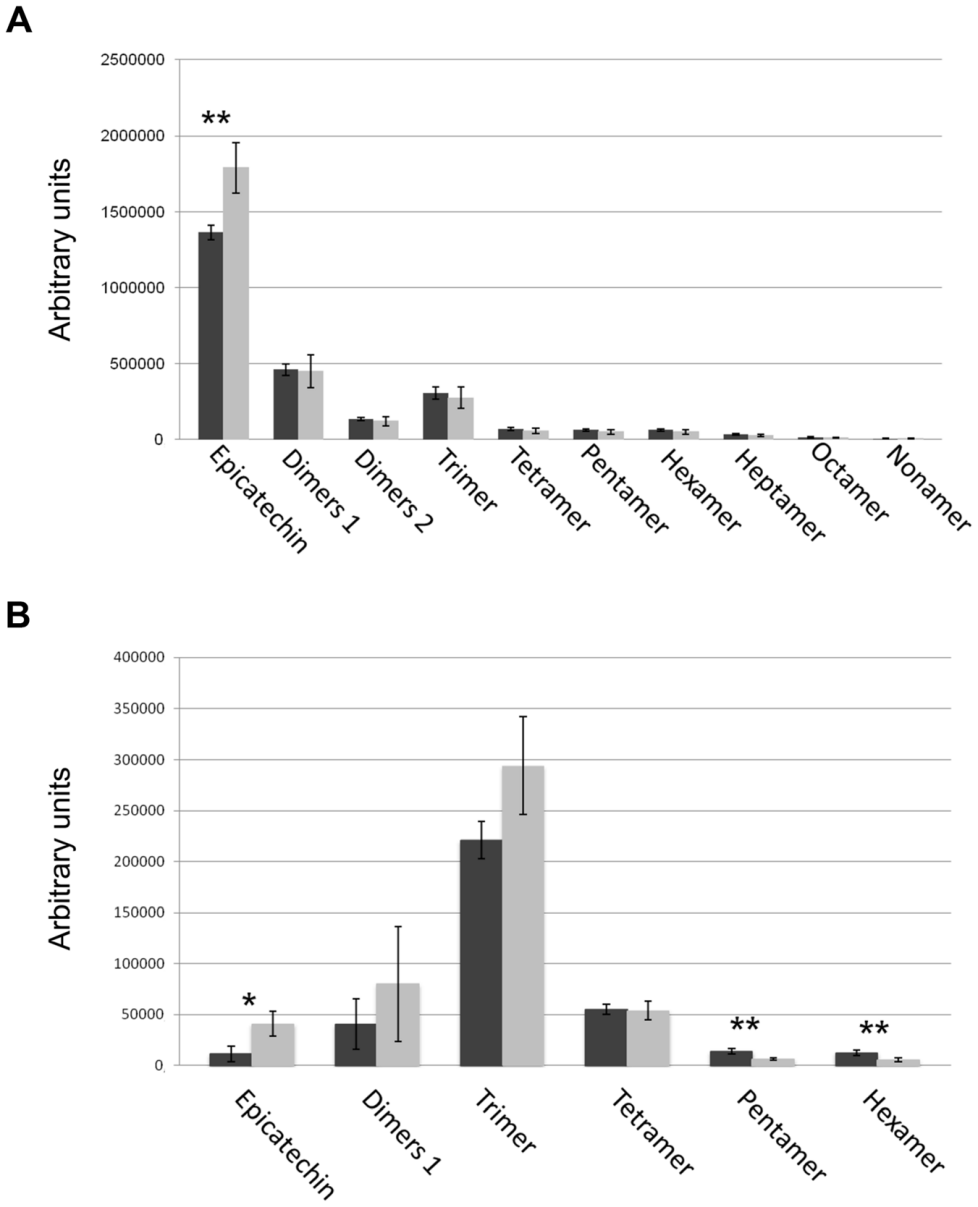
Solvent soluble PAs analysed by LC-MS. Soluble PAs were detected in wild type (black bars) and the *stk* mutant (grey bars) at the immature (6 DAP; *A*) and mature (*B*) stages of seed development. Error bars represent SD of three independent measurements. Asterisks indicate statistically significant differences as determined by Student's *t* test (* *P*<0.05, ** *P*<0.01).

### STK negatively controls key regulators of the PA biosynthetic pathway

The biosynthesis of PAs is dependent on structural genes that can be divided into EBGs and LBGs (Fig. 4), the EBGs being expressed prior to the LBGs [16]. Based on the transcriptome data, we focused our attention on the set of genes controlling the transformation of anthocyanidin into epicatechin (Fig. 4). 

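The 5 EBGs of Table 1 were among the more abundant genes of the pathway. *CHS* (AT5G13930), whose model shares 2 bases with that of its neighbour AT5G13940, had 819 ± 52.2 RPKM in wild type and 778 ± 86.2 RPKM in *stk* (mean ± SD, n = 2). The mean RPKM went from 90.2 to 86.8 for *CHI*, from 135 to 129 for *F3H*, from 67.6 to 70.2 for *F3′H* and from 244 to 207 for *FLS*. Their log2 fold changes lay between -0.22 for *FLS* and 0.06 for *F3′H*, with standard errors from 0.14 to 0.24, and none exceeded its standard error. With the 2 models of *F3H* added together its log2 fold change was 0.09 in place of -0.06. Each of the 5 changed sign when 1 of the 4 libraries was left out. Of the 18 PA pathway genes examined, namely the 17 genes of Table 1 and *EGL3*, 0 had an adjusted p under 0.05 over all gene models from limma with Benjamini-Hochberg adjustment, and 9 had an unadjusted p under 0.05. Adjusted over the list alone, 7 had an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment: *DFR*, *LDOX*, *BAN*, *TT1*, *TT2*, *TT12* and *TT19*. The study chose this pathway on these libraries, so the latter count is not independent evidence. Over the alternatives the latter count ran from 6, with quantile normalization, limma's trend option or a replicate block, to 9, with at least 1 RPKM required in every library or with models summed per gene.

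**Figure D1:**
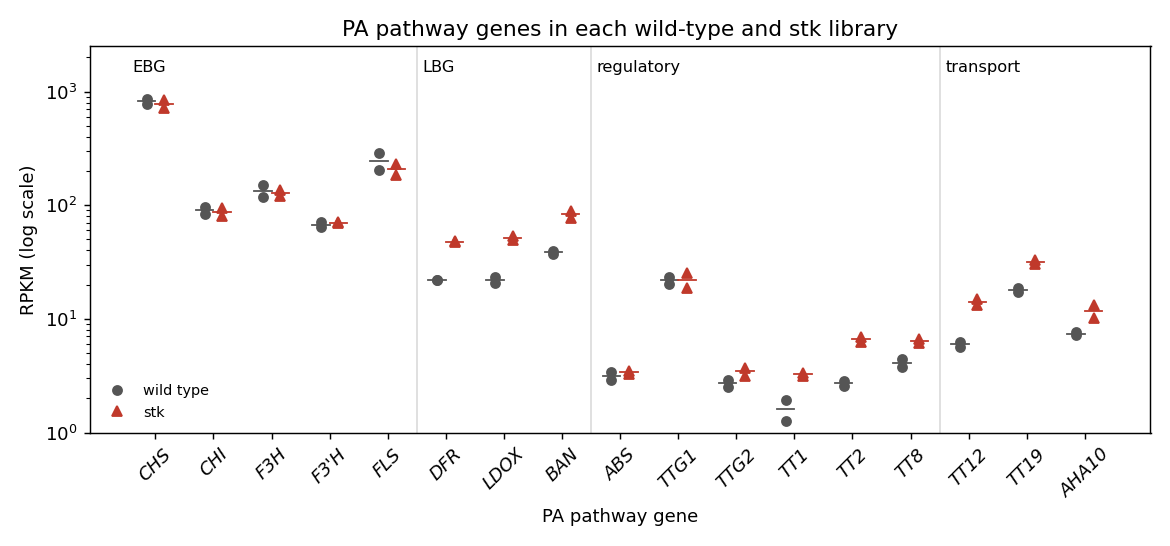
RPKM on a log scale for the 17 genes of Table 1, grouped as early biosynthetic (EBG), late biosynthetic (LBG), regulatory, and transport and compartmentation genes. Grey circles are the 2 wild-type libraries, red triangles the 2 *stk* libraries and short lines their means; the *stk* libraries lie above the wild-type libraries for all 3 LBGs, and the libraries of the genotypes intermingle for the 5 EBGs.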

The RNA-Seq data revealed that the expression of genes belonging to the EBGs is unaltered in the *stk* mutant background (Table 1); however, the levels of all the LBGs were found to be increased in the mutant (Table 1). This suggests that STK acts as a repressor of the expression of all the LBGs. Among these, *BAN* codes for the core enzyme of PA production [25], [40]–[42]. 

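Tested as sets with camera on log2(RPKM + 1), the EBGs had a median log2 fold change of -0.06 (adjusted p = 0.720 from limma's camera with Benjamini-Hochberg adjustment over the 4 groups). The LBGs had a median of 1.10 (adjusted p = 1.6e-06 from limma's camera with Benjamini-Hochberg adjustment), the transport and compartmentation genes 0.80 (adjusted p = 3.4e-05, same test in limma) and the regulatory genes 0.40 (adjusted p = 0.000321, same test in limma). The calls of the latter 3 groups held under fry, with adjusted p-values of 0.0100, 0.0148 and 0.0230 from limma with Benjamini-Hochberg adjustment, but with the replicate number as a block that of the regulatory genes did not (adjusted p = 0.0728 from limma's fry with Benjamini-Hochberg adjustment). With camera's correlation estimated from the data in place of the preset 0.01, none of them held: the adjusted p was 0.0852 for each of the 3 groups in limma. The correlations estimated were -0.233 for the LBGs, -0.051 for the regulatory genes and -0.008 for the transport genes. Each lay below 0.01, so a correlation larger than the preset does not account for the weaker p-values. The study chose this pathway on these libraries, so the p-values of these set tests are not independent evidence either. From unaltered EBGs and raised LBGs in the *stk* mutant, the paper proposes that STK represses the LBGs.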

We performed quantitative Real Time-PCR (qRT-PCR) experiments on siliques from 0 to 6 DAP and confirmed the results obtained by the RNA-Seq experiment showing *BAN* to be up-regulated in the *stk* mutant (S2 Figure).

**Figure 4:**
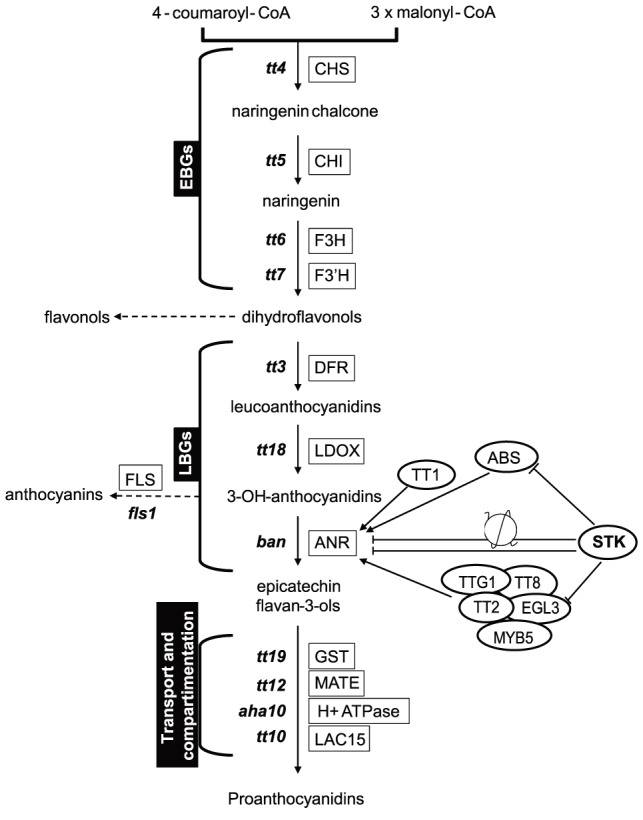
*STK* has a pivotal role in the control of PA production. Schematic representation of the pathways for PA production. The genes involved in these pathways are shown in boxes. *BAN*, that was found to be up-regulated in RNA-Seq, has been analysed by *in situ* hybridization, qRT-PCR and ChIP assay. The ChIP assay demonstrated that STK directly regulates *BAN*, *ABS* and *EGL3* (solid line). The ChIP assay revealed that STK function negatively correlates with the level of the H3K9ac mark on the *BAN* promoter (solid line with nucleosome).

**Table 1:** Summary of the RNA sequencing results for the genes involved in the PA pathway.

	*Difference*	*Fold Change*
**Early Biosynthetic Genes (EBGs)**		
*CHALCONE SYNTHASE (CHS)*	−40.86	−1.05*
*CHALCONE ISOMERASE (CHI)*	−3.35	−1.04
*FLAVANONE-3-HYDROXYLASE (F3H)*	−5.97	−1.05
*FLAVANONE-3′-HYDROXYLASE (F3′H)*	+2.67	+1.04
*FLAVONOL SYNTHASE (FLS)*	−37.15	−1.18
**Late Biosynthetic Genes (LBGs)**		
*DIHYDROFLAVONOL REDUCTASE (DFR)*	+26.13	+2.2**
*LEUCOCYANIDIN DIOXYGENASE (LDOX)*	+29.71	+2.35**
*ANTHOCYANIDIN REDUCTASE (BAN)*	+45.21	+2.18**
**Regulatory Genes**		
*ARABIDOPSIS Bsister (ABS)*	+0.33	+1.64
*TRANSPARENT TESTA GLABRA 1 (TTG1)*	−0.27	−1.01
*TRANSPARENT TESTA GLABRA 2 (TTG2)*	+0.74	+1.27
*TRANSPARENT TESTA 1 (TT1)*	+1.64	+2.03
*TRANSPARENT TESTA 2 (TT2)*	+3.9	+2.43*
*TRANSPARENT TESTA 8 (TT8)*	+2.30	+1.56
**Transport and Compartmentation Genes**		
*TRANSPARENT TESTA 12 (TT12)*	+8.08	+2.35*
*TRANSPARENT TESTA 19 (TT19)*	+13.98	+1.78**
*AUTOINHIBITED H+-ATPASE ISOFORM 10 (AHA10)*	+4.32	+1.58

Asterisks indicate P-value * <0.05, ** <0.01.

To investigate in which seed tissues *BAN* is expressed we performed *in situ* hybridization experiments using an antisense *BAN* probe. In wild-type seeds *BAN* was expressed only in the endothelium layer (Fig. 5A; [20]). In contrast, *BAN* expression was observed in the endothelium layer and ectopically in the ii2 layer in the *stk* mutant (Fig. 5B–C). These data confirm that STK controls the spatial and temporal expression of *BAN*.

**Figure 5:**
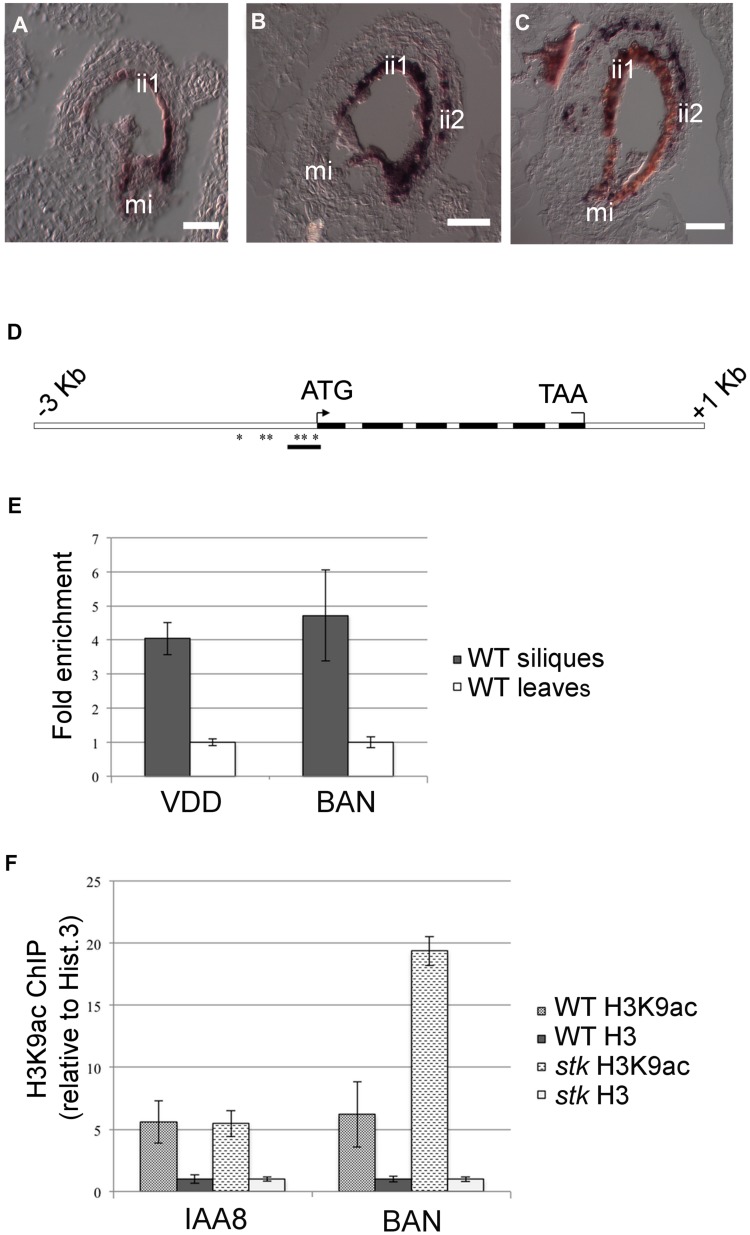
STK directly regulates *BAN* expression through the modification of chromatin state. (*A*) *In situ* hybridization experiments illustrating the expression of the *BAN* transcript: in wild-type seeds at 1 DAP, *BAN* is expressed only in the endothelium layer. (*B*) *BAN* expression in the *stk* mutant background at 1 DAP and (*C*) at 4 DAP. In the *stk* mutant background, *BAN* expression is affected: the *BAN* transcript was detected not only in the endothelium layer but also in the ii2 layer. (*D*) Schematic representation of CArG box positions indicating the regions analysed by the ChIP experiment (black bars). Black boxes: exons; white boxes: promoter, introns, 3′ and 5′ UTRs. Asterisks indicate CArG boxes. (*E*) ChIP enrichment tests by qRT-PCR show that STK binds to the selected region of *BAN*. Fold enrichment was calculated over the negative controls. Error bars represent the propagated error value using three replicates. (*F*) ChIP enrichment tests by qRT-PCR show that STK negatively correlates with the H3K9ac acetylation mark at the *BAN* translational start site. qRT-PCR quantification of *BAN* sequences in precipitated chromatin was used to infer the acetylated histone H3 and total histone H3 representation at the STK-binding site. Levels of histone modification were normalized to total histone H3. Ct values were used to calculate the IP/IN signal. ChIP enrichments are presented as the percentage (%) of bound/input signal. ChIP enrichments for H3K9ac were normalized to histone H3 density. We tested the efficiency of IP by quantifying the presence of the H3K9ac mark in IAA8 [49] which was shown to be strongly and equally expressed in both samples and yielded equal enrichment ratios. mi, micropyle; ii1, endothelium; ii2, internal layer of inner integument. Scale bars = 40 µm (*A–C*).

### The SEEDSTICK-GFP reporter line reveals a dynamic fluorescence pattern in developing ovules and seed integuments

To investigate how STK regulates *BAN* expression we examined the expression pattern of the STK protein. We cloned the entire *STK* genomic region (a DNA fragment comprising 3.5 kb of sequence upstream of the ATG codon plus all the coding region) as a translational fusion to a GFP reporter gene, and the final *pSTK::STK-GFP* construct was introduced into the *stk* mutant background. The resulting plants produced seeds that were indistinguishable from wild-type and were able to abscise from the fruit upon maturity, demonstrating that the STK-GFP fusion protein was biologically active and able to fully complement the absence of the endogenous STK protein. STK-GFP was uniformly detected in the nuclei of the placenta and the early ovule primordia (Fig. 6A–B) which is consistent with previous data showing *STK* mRNA expression from stage 9 of flower development [7]. Later, as the developing ovules initiate the inner and outer integuments, GFP expression was found to be restricted to the nucellus and the funiculus (Fig. 6B). However, during subsequent stages the fluorescence signal appeared throughout the outer and inner integuments (Fig. 6C–D), and as development proceeded it could be seen to be present strongly in the growing funiculus and also in its contact region with the placenta. This pattern of protein localization during ovule development is consistent with previous *in situ* hybridization data [7]. During early embryogenesis (Fig. 6E) the STK-GFP protein remained extended throughout the outer integuments. Cell wall specific staining with propidium iodide (PI) was also carried out and allowed us to better define the sites of STK-GFP localization as the outer integuments and the second layer of the inner integument (Fig. 6F).

**Figure 6:**
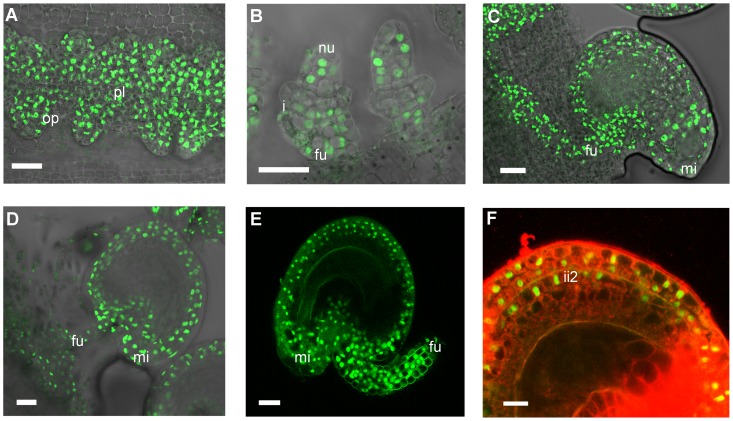
Confocal laser-scanning images of *pSTK::STK-GFP* expression patterns during ovule and seed development. (*A*) Early ovule development: STK-GFP nuclear protein is expressed in the placenta and in the ovule primordia. (*B*) When integuments arise STK-GFP signal is localized in the nucellus and in the funiculus. (*C*, *D*) Mature ovule development: GFP can be detected throughout the integuments, funiculus and the adjacent placental region. (*E*) After fertilization the STK-GFP signal is present in the outer integuments and funiculus of developing seeds. (*F*) Magnification of figure E with an overlay projection images of specific PI staining to determine the presence of the GFP signal in the integuments. Protein can be detected in the two layers of the outer integument and also in the more external layer of the inner integument. op, ovule primordia; pl, placenta; nu, nucellus; i, integuments; fu, funiculus; mi, micropyle; ii2, internal layer of inner integument. Scale bars = 50 µm (*A* and *B*), 40 µm (*C*, *D* and *E*) and 20 µm (*F*).

Our observations thus show that the distribution of the STK protein changes over the course of ovule and seed development. During early stages it is detected uniformly distributed in the placenta and the different cell types of the ovule primordia, whereas later it becomes restricted to the maternal seed coat and funiculus. No STK-GFP was detected in the ii1 and ii1′ layers suggesting that here STK does not repress *BAN* in these tissues. These data are consistent with the observation that STK is able to repress *BAN* expression only in the ii2 layer of the inner integument.

### STK binds to the *BAN* promoter affecting histone H3K9 acetylation levels

RNA-Seq, expression analysis and *in situ* data all indicate that *BAN* expression is regulated by STK. In order to investigate whether this regulation involved direct interaction between the STK protein and the *BAN* gene we performed a ChIP (Chromatin Immunoprecipitation) assay on wild-type inflorescences and siliques (up to 6 DAP) using an antibody specific against the STK protein. Chromatin extracted from wild-type leaves was used as a negative control since *STK* is not expressed in this tissue, and the binding of STK to the *VERDANDI* (*VDD*) promoter [43] was used as the positive control. Bearing in mind that MADS-domain proteins recognize and bind CArG boxes [44], the *BAN* gene genomic sequences comprising the 3 Kb upstream of the ATG start codon, the structural gene and 1 kb downstream of the STOP codon were analysed for the presence of such consensus motifs (allowing up to one base mismatch; Fig. 5D). Six CArG boxes were found in the region of the *BAN* promoter sequence [2] extending up to 355 bp upstream from the ATG. We detected significant enrichment for the region immediately upstream of the *BAN* translational start site (primer set spanning positions −140 to +1, including three CArG boxes (Fig. 5E)) thus indicating the presence of STK bound to this region.

To investigate a possible mechanism of regulation of the expression of *BAN* by STK, we examined epigenetic marks at the *BAN* locus. Modifications such as the hyperacetylation of histones H3 and H4 have diverse impacts on gene transcriptional activity and chromatin organization [45]. H3K9ac is one of the most well-characterized epigenetic marks associated with active transcription and has been shown to influence numerous developmental and biological processes in higher plants [46]–[48]. To address the question of whether the differential expression of *BAN* observed between *stk* and wild-type tissues correlates with alterations in this epigenetic marker we analyzed wild-type and *stk* mutant siliques at 3–4 DAP for H3K9 acetylation at the *BAN* locus. ChIP experiments were performed using an antibody specific to H3K9ac and were analyzed by qRT-PCR (Fig. 5F). *IAA8* was used as a reference as it carries the H3K9ac mark and is equally expressed in both wild-type and *stk* mutant plants [49]. Interestingly, in wild-type material we found considerable enrichment of DNA sequences corresponding to the region around the translational start site within which STK binding sites are located. When we assayed the same region in the *stk* mutant we observed a dramatic increase in enrichment compared to wild type. These results are consistent with the presence of elevated levels of H3K9ac (compared to H3) in the region of the wild-type *BAN* promoter where STK interacts (transcriptionally active chromatin), and in addition evidences a very considerable enrichment of H3K9ac in this region in the *stk* mutant which correlates with the increased transcriptional activity of the *BAN* gene observed in the mutant background.

### STK controls *BAN* transcriptional regulators

Our data suggest that STK might regulate *BAN* expression directly binding to its promoter. Previous studies have identified other key regulators of BAN expression, including ABS, TT8 and ENHANCER OF GLABRA3 (EGL3). Whereas TT8 and EGL3 act redundantly in a protein complex that promotes the expression of *BAN*, ABS is necessary for PA biosynthesis and normal endothelium cell morphology [9], [28], [41], [42], [50]. This raised the question as to whether STK might act as master regulator also controlling the genes encoding transcription factors that regulate *BAN*. We therefore investigated the expression of *ABS*, *EGL3* and *TT8* in both wild-type and *stk* mutant siliques (3–4 DAP) by qRT-PCR, and also analyzed the expression of *ABS* in developing flowers in order to study the relationship between *STK* and *ABS* in their roles in endothelium formation [9]. This experiment revealed up-regulation of *TT8*, *EGL3* and *ABS* in *stk* mutant siliques and hence that STK represses these genes in the wild type at this specific stage of development (Fig. 7A); that the level of *ABS* in un-pollinated inflorescences was unaffected indicates that STK does not play a role in regulating the expression of *ABS* prior to pollination. These data therefore suggest that STK regulates these genes during a narrow stage of development, at 3–4 DAP.

**Figure 7:**
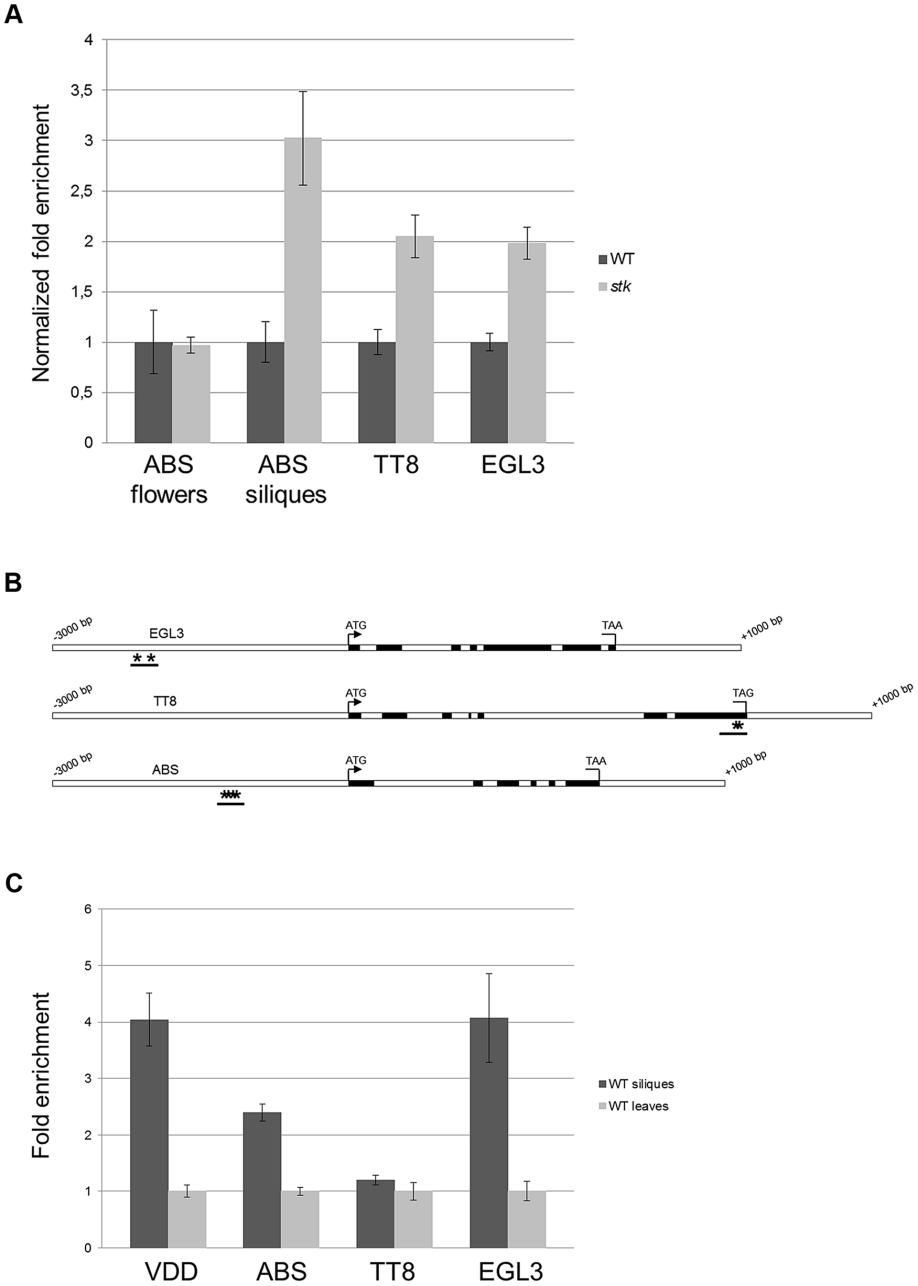
*BAN* regulators are direct targets of STK. (*A*) qRT-PCR performed on cDNA obtained from siliques from 3 to 4 DAP and from unpollinated flowers for *ABS*. Relative mRNA levels indicate that the expression of all the genes is up-regulated in the absence of the STK protein at 3–4 DAP; these differences are statistically significant as determined by Statistical Student's *t* test (*P*<0.01). The expression level of *ABS* is not affected in unpollinated flowers in the absence of the STK protein. Error bars represent the propagated error value using three replicates. (*B*) Schematic representation of CArG box positions. Schematic diagrams of EGL3, ABS and TT8 loci indicating the regions analysed by the ChIP experiment (black bars). Black boxes: exons; white boxes: promoters, introns, 3′ and 5′ UTRs. Asterisks indicate CArG boxes. (*C*) ChIP enrichment tests by qRT-PCR show that STK binds to the selected regions of *ABS* and *EGL3*. Fold enrichment was calculated over the negative controls. Error bars represent the propagated error value using three replicates.

In order to clarify whether *STK* directly controls the expression of these regulatory genes, we performed a ChIP assay. Bioinformatics analysis of the gene loci revealed the presence of two CArG boxes in the putative *EGL3* promoter region at −2213 and −2177 bp; three CArG boxes in the putative *ABS* promoter region between −1692 and −1599 bp, and the *TT8* gene presented two CArG boxes in the last exon at +3805 and +3815 bp from the ATG (Fig. 7B). The ChIP assays showed that STK indeed binds to the CArG-containing regions of the *EGL3* and *ABS* genes but not to the selected region of *TT8* (Fig. 7C). This analysis suggests that the control of PA biosynthesis by STK might occur via two mechanisms: a direct interaction with the *BAN* locus, and in addition by direct and indirect regulation of the expression of genes that encode transcriptional regulators of *BAN*.

## Discussion

Seed development is a highly complex process that includes the formation of the zygote, storage tissues and a protective seed coat. Differentiation of the various structures is evidenced at the morphological level but is also reflected by the spatial distribution of metabolites. *STK* is involved in seed development in several ways, for example *stk* mutant seeds are smaller than those of wild type and do not detach from the mother plant. Furthermore, combining the *stk* mutant with the *arabidopsis b-sister* (*abs*) mutant resulted in ovules that failed to develop the endothelium layer that forms the innermost component of the seed coat [9]. To gain a deeper insight into the role of *STK* during ovule and seed development we performed RNA-Seq on material extracted from wild-type and *stk* mutant inflorescences and seeds. The resulting transcriptomic analysis yielded a list of 246 genes identified as being differentially expressed between *stk* and wild type. 

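Of the gene models that met the study's criteria with limma's unadjusted p, 65.7% were higher in *stk*. The share was 60.8% with Baggerley's test and 74.7% among gene models with at least 1 RPKM in every library. With the models of each gene added together it was 90.5%. Genes called higher on these sums had a median exon length of 672 bases, against 1697 for the other genes tested. When each library's trend of log2 values against exon length was removed, an alternative chosen after seeing the data, the share was 55.9% for gene models and 64.8% for gene sums.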

The majority of these (156 genes) were up-regulated in the *stk* background whilst 90 were down-regulated, which suggests that *STK* may act primarily as a repressor. Of all the deregulated transcripts, we found 18 that were expressed in the *stk* mutant but not in wild type, and 11 that were specifically expressed in the wild type but not in *stk*. 

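Among the gene models of S1 Table, 18 were listed at 0 in both wild-type libraries, and among those of S2 Table, 11 were listed at 0 in both *stk* libraries. Over all 35182 gene models, 548 were at 0 in both wild-type libraries and above 0 in both *stk* libraries, and 174 the reverse. With at most 0.1 RPKM in one genotype and more than 1 RPKM in both libraries of the other, the counts were 43 and 31. All 29 listed gene models at 0 belong to genes with more than 1 model. From their RPKM in the other genotype and the depth of the library, at least 24.0 reads, and at the median 133, would have been counted there at an equal level. The RPKM summed over all models of the gene changed at least 2-fold the same way for 2 of the 29 genes. As an example, the model AT3G55770.2 of *WLIM2b* was listed at 0 in both wild-type libraries and had 6.07 and 7.53 RPKM in *stk*, while the mean RPKM summed over all 7 models of the gene was 75.1 in wild type and 75.6 in *stk*.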

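*WRKY39* (AT3G04670, chromosome 3, 1266242 to 1268350) has 2 gene models. The model AT3G04670.2 had 11.1 and 8.97 RPKM in wild type and 3.26 and 4.78 RPKM in *stk*, a log2 fold change of -1.15 (standard error 0.23, adjusted p = 0.600 from limma with Benjamini-Hochberg adjustment). The model AT3G04670.1 had 11.2 and 9.99 RPKM in wild type and 16.1 and 12.8 RPKM in *stk*. Their sum went from 20.6 to 18.5 RPKM, a log2 fold change of -0.15.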

GO analysis of the genes that were down-regulated in the *stk* mutant background revealed that they encoded proteins involved in DNA binding, including group II WRKY transcription factors (TFs) such as WRKY39 [51].

The importance of TTG2 (WRKY group I) as a regulator of the LBG biosynthetic pathway has been described previously [16]. Our RNA-Seq data revealed that expression levels of TTG2 are unaltered between wild type and *stk*. 

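*TTG2* (AT2G37260, chromosome 2, 15644840 to 15647065) had 2.89 and 2.53 RPKM in the wild-type libraries and 3.73 and 3.17 RPKM in the *stk* libraries. The log2 fold change was 0.26 (standard error 0.16, adjusted p = 0.729 from limma with Benjamini-Hochberg adjustment), and it stayed between 0.17 and 0.35 with each library left out in turn.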

WRKY TFs are global regulators acting at various levels, including the direct modulation of immediately downstream target genes, but they also appear to interact with key chromatin-remodelling factors [52]. The latter could be of special interest since we found that the STK-dependent *BAN* regulatory mechanism involves a chromatin remodelling activity which may imply the action of downstream STK targets acting as remodelers that have yet to be defined. In this regard, the nucleosome assembly/disassembly protein NAP1-RELATED PROTEIN 1 (NRP1) which interacts with chromatin remodelling factors [53] was also found in this list. In addition we identified NAC transcription factor-like 9 (NTL9), a calmodulin-regulated NAC transcriptional repressor in Arabidopsis [54], and SQUAMOSA PROMOTER BINDING PROTEIN-LIKE 2 (SPL2), a member of the SQUAMOSA PROMOTER BINDING PROTEIN (SBP)-box family of transcription factors [55]. 

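*NRP1* (AT1G74560) is represented by 3 gene models on chromosome 1, of which the listed model, AT1G74560.3 from 28017584 to 28020049, had 6.09 and 5.75 RPKM in wild type and 2.07 and 1.14 RPKM in *stk*. Its log2 fold change was -1.43 (standard error 0.23, adjusted p = 0.492 from limma with Benjamini-Hochberg adjustment). The most abundant model, AT1G74560.1, had 61.9 ± 4.52 RPKM in wild type and 58.1 ± 9.20 RPKM in *stk* (mean ± SD, n = 2), a difference smaller than the SD of the *stk* libraries. Over all 3 models the mean went from 69.4 to 60.3 RPKM. The gene shares 128 bases with its neighbour AT1G74550.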

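For *NTL9* (AT4G35580, chromosome 4, 16888405 to 16890872) the listed model AT4G35580.3 had 10.6 and 5.51 RPKM in wild type and 2.27 and 2.78 RPKM in *stk* (log2 fold change -1.31, standard error 0.33, adjusted p = 0.687 from limma with Benjamini-Hochberg adjustment). The model AT4G35580.1 had 13.9 and 18.2 RPKM in wild type and 19.5 and 17.9 RPKM in *stk*, and the sum over the models of *NTL9* went from 24.1 to 21.2 RPKM. For *SPL2* (AT5G43270, chromosome 5, 17360287 to 17363755) the listed model AT5G43270.2 had 8.11 and 6.32 RPKM in wild type and 2.70 and 2.95 RPKM in *stk* (log2 fold change -1.09, standard error 0.18, adjusted p = 0.509 from limma with Benjamini-Hochberg adjustment). The other 2 models of *SPL2* had log2 fold changes of 0.02 and 0.19, and the sum over its models went from 39.9 to 38.5 RPKM.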

Future analysis will be directed to determine the possible mechanism(s) of action of STK.

GO analysis of genes that are up-regulated in the *stk* mutant showed an abundance of transcripts involved in secondary metabolic processes, including those involved in flavonoid and phenylpropanoid biosynthesis. We hypothesize that STK may act on the PA pathway at two different levels: i) impacting directly on the elements comprising the enzymatic pathway of PA biosynthesis, and/or ii) influencing key regulatory elements. In the first case, all the genes of the Late Biosynthetic step were found to be up-regulated in the *stk* mutant. However, no changes were found for the group of genes involved in the metabolic steps corresponding to early synthesis. This may indicate that STK regulation does not involve major alterations at the level of production of dihydroflavonols, the precursors to PAs, but impact instead on the synthesis of anthocyandins and proanthocyanidins. We also found that two out of the three genes involved in the pathway controlling transport and compartmentation were up-regulated: TT12 and TT19. 

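*TT12* (AT3G59030, a MATE efflux transporter gene on chromosome 3 from 21819071 to 21821440) had 5.69 and 6.26 RPKM in wild type and 13.1 and 15.0 RPKM in *stk*, a log2 fold change of 1.11 (standard error 0.15, adjusted p = 0.450 from limma with Benjamini-Hochberg adjustment). Its model shares 92 bases with that of its neighbour AT3G59040. *TT19* (AT5G17220, glutathione S-transferase phi 12, chromosome 5, 5658460 to 5659386) had 17.4 and 18.5 RPKM in wild type and 33.1 and 30.7 RPKM in *stk*, a log2 fold change of 0.80 (standard error 0.14, adjusted p = 0.548 from limma with Benjamini-Hochberg adjustment). *AHA10* (AT1G17260), the remaining gene of this group, had 7.17 and 7.59 RPKM in wild type and 10.1 and 13.3 RPKM in *stk*. Its log2 fold change of 0.59 had a standard error of 0.18 and lay between 0.41 and 0.77 with each library left out in turn.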

Since anthocyanins are transported from the cytosol to the vacuole as part of the PA biosynthetic pathway, it may be reasonable to expect coordinated regulation of transporter-mediated and vesicle-mediated mechanisms by STK. As commented above, STK may also act on key regulatory elements. In this regard we observed a strong influence on the expression levels of the members of the bHLH transcription factor family (*TT8* and *EGL3*), the Zinc-Finger transcription factor (*TT1*) and the R2R3 MYB domain putative transcription factor (*TT2*) in the *stk* mutant background. These regulatory elements together with other key MADS-domain transcription factors like *ABS* were all found to be up-regulated.

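In the RNA-Seq libraries, *TT8* (AT4G09820), which lies within 1 Mb of *STK* on chromosome 4, from 6182023 to 6186493, had 4.41 and 3.78 RPKM in wild type and 6.10 and 6.69 RPKM in *stk*. Its log2 fold change was 0.54 (standard error 0.15, adjusted p = 0.697 from limma with Benjamini-Hochberg adjustment). *TT1* (AT1G34790) had 1.27 and 1.92 RPKM in wild type and 3.12 and 3.36 RPKM in *stk*, a log2 fold change of 0.72 with a standard error of 0.19. For *EGL3* (AT1G63650) the wild-type libraries had 3.57 and 5.99 RPKM and the *stk* libraries 6.37 and 3.34 RPKM in its most abundant model, a log2 fold change of 0.00 with a standard error of 0.37. Left out in turn, single libraries moved it from -0.38 to 0.38, and the sum over its 3 models gave 0.15. The most abundant model of *ABS*, AT5G23260.2, had 3.15 ± 0.359 RPKM in wild type and 3.38 ± 0.123 RPKM in *stk* (mean ± SD, n = 2), a difference smaller than the SD of the wild-type libraries. The model AT5G23260.1 of *ABS* had 1.04 and 0 RPKM in wild type and 0.792 and 0.915 RPKM in *stk*, and AT5G23260.3 was listed at 0 in all 4 libraries. The gene sums of *ABS* were 3.93 and 3.40 RPKM in wild type and 4.26 and 4.21 RPKM in *stk*, a log2 fold change of 0.17 with a standard error of 0.14. Without wild-type replicate 1 the log2 fold change of AT5G23260.2 was -0.01 in place of 0.08. The paper's qRT-PCR of *TT8*, *EGL3* and *ABS* in siliques covered a narrower stage. These libraries pool inflorescences with siliques until 5 DAP, so they cannot decide on a change limited to that stage.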

Based on observation from the RNA-Seq data we investigated the role of STK in PA biosynthesis in more detail. Histological analysis revealed that PAs accumulated ectopically in the outer-layer of the inner integument in *stk* mutant seeds, and analysis by LC-MS analysis demonstrated that the level of soluble epicatechin monomers was greater in the *stk* mutant in both immature and mature seeds. The latter data confirm the morphological analysis (Fig. 2) and support the idea that STK is involved in PA accumulation and in particular the accumulation of epicatechin monomer.

Regulation of the production of flavonoids and proanthocyanidins has been extensively studied (for review see [16]). Several transcription factors are known to be involved in the regulation of *BAN* expression, and in particular a R2R3-MYB/bHLH/WDR complex is responsible for *BAN* activation in the endothelium [25], [40]–[42]. Not all the members of this complex exhibit the same hierarchy, for instance it has been suggested that TT8 is necessary for activation of the LBGs whereas a predominant role of TT2 controlling via a positive feedback loop is required to maintain the transcript levels of both *TT8* and *BAN* [2], [25], [56]. 

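*TT2* (AT5G35550, chromosome 5, 13726743 to 13727860) had 2.85 and 2.59 RPKM in the wild-type libraries and 6.97 and 6.26 RPKM in the *stk* libraries. The difference between the means, 2.72 ± 0.186 and 6.62 ± 0.498 RPKM (mean ± SD, n = 2), exceeded the SD of either group. Its log2 fold change was 1.03 (standard error 0.15, adjusted p = 0.450 from limma with Benjamini-Hochberg adjustment) and stayed between 0.97 and 1.10 with each library left out in turn. Baggerley's test computed here gave *TT2* an unadjusted p of 0.085, above the 0.05 of the study's criteria, where Table 1 marks it as below.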

Interestingly our RNA-Seq dataset highlighted a repressive role for STK on the regulation of *TT2*. Another gene required for the activation of *BAN* in the endothelium is *ABS*. This gene is a member of the MADS-domain gene family and to date it is the only MADS-domain gene identified to be involved in the control of PA accumulation. *abs* mutants show significant reductions in epicatechin and procyanidins accumulation [10]; moreover, in the *abs* background both GUS reporter gene expression driven off the *BAN* promoter and qPCR analysis of *BAN* expression itself showed significant down-regulation [28], [57]. In the complex regulatory network that governs PA accumulation in the endothelium layer, STK plays a key role controlling *BAN* expression, and our results suggest that this occurs through the binding of STK to the *BAN* regulatory region. Recently, Dean and collaborators performed genome-wide expression profiling using microarrays to identify those genes differentially expressed in the wild-type and *abs* mutant seed coats [57]. This showed that *STK* expression is unaffected in the *abs* mutant at 3 DAP but is up-regulated at 7 DAP. Furthermore, Nesi and colleagues demonstrated that ectopic expression of *ABS* causes altered PA accumulation in a manner very similar to that which we have observed in the *stk* mutant, since these plants present PAs not only in the endothelium but also in the more external layer of the inner integuments [28]. Integration of previous data with our results indicates that STK is a master regulator of inner seed coat differentiation. Whilst several transcription factors involved in seed coat determination or secondary metabolite accumulation have been already characterized [58], no gene connecting these processes has been described previously. In our study we provide evidence of a role for chromatin modification, specifically H3K9 acetylation, in the transcriptional regulation of *BAN*. We have shown that the region of the *BAN* promoter proximal to the translational start site is heavily covered by this epigenetic marker of transcriptional activity. H3K9ac enrichment is greater when *BAN* is ectopically expressed due to the lack of STK protein. This suggests that STK somehow represses the activity of histone deacetylases (HDACs) at the *BAN* locus in cells of the outer layer of the inner integument. It will be interesting to determine whether STK is able to recruit a chromatin remodelling partner, yet to be identified, that would form part of a hypothetical STK complex. It is known that histone acetyltransferases (HATs) and HDACs participate in the genome-wide turnover of acetyl groups, and that besides histones some also modify other factors. Future progress will therefore be focused on determining their availability for interaction with specific transcription factors like STK and other protein complex partners.

PA biosynthesis and its spatial accumulation are under the control of a complex regulatory network. *BAN* is one of the key genes of the LBG group and its expression falls under the influence of several transcription factors, including ABS, EGL3 and TT8. Our work adds STK to this list. Our data also suggest STK to be a master regulator of PA biosynthesis and accumulation since we observed that it also controls the expression of *ABS* and *EGL3*. This shows that STK not only acts as a regulator of ovule identity but also orchestrates important aspects of seed development, adding new evidence for the importance of MADS-domain genes in the control of plant developmental processes.

The role of *STK* in the regulation of epicatechin accumulation could have relevance for certain agricultural applications: PAs are important in several aspects of plant protection and their significance in the flavour and astringency of foods and beverages is already known (for review see [59]). Indeed, it has been demonstrated that avocado fruits that contain higher levels of epicatechin exhibit stronger resistance to fungal attack [60]. In this regard it will be interesting to study the fungal resistance of *stk* mutant seeds since regulation of STK levels might provide a tool to make plant seeds more resistant to fungi.

## Materials and Methods

### Plant material and growth conditions

*Arabidopsis thaliana* wild-type (ecotype Columbia) and *stk* mutant plants were grown at 22°C under short-day (8 h light/16 h dark) or long-day (16 h light/8 h dark) conditions. The Arabidopsis *stk* mutant was kindly provided by M. Yanofsky [7]. The *stk-2* allele contains a 74 nucleotide insertion near the splice site of the third intron.

### PCR-based genotyping

Identification of *STK* wild-type and mutant alleles was performed by PCR analysis using oligonucleotides AtP_204 (5′-GCTTGTTCTGATAGCACCAACACTAGCA-3′) and AtP_561 (5′-GGAACTCAAAGAGTCTCCCATCAG-3′). The mutant allele yields a 399 bp DNA fragment whilst the wild-type allele produces a 325 bp fragment.

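In the reference assembly TAIR10.1, primer AtP_204 matches the minus strand of chromosome 4 from 6237592 to 6237619, within exon 3 of the *STK* model AT4G09960.3 (6237569 to 6237650). AtP_561 matches the plus strand from 6237295 to 6237318, within exon 5 of that model (6237223 to 6237322). The reference product runs from 6237295 to 6237619 and has 325 bases. *STK* is transcribed from the minus strand, and its exon 4 in this model, from 6237417 to 6237478, lies between the primers.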

### RNA extraction, cDNA library preparation, and sequencing for RNA-Seq

Total RNA was extracted from two biological replicates (1 gr) from both wild-type and *stk* mutant inflorescences and siliques until 5 DAP using the Qiagen ‘RNeasy miniKit’ according to the manufacturer's instructions. DNA contamination was removed using PROMEGA RQ1 RNase-Free DNase according to the manufacturer's instructions. RNA quality and integrity were analyzed by gel electrophoresis and validated on a Bioanalyzer 2100 (Aligent, Santa Clara, CA); RNA Integrity Number (RIN) values were greater than 7 for all samples. In order to confirm that the *stk* mutant was a knock-out line, *STK* expression was checked by qRT-PCR with primers RT_780 (5′-TGCGATGCAGAAGTTGCGCTC-3′) and RT_781 (5′-AGTACGCGGCATTGATTTCTTG-3′). Sequencing libraries were prepared according to the manufacturer's instructions using the TruSeq RNA Sample Prep kit (Illumina Inc.) and sequenced on an Illumina HiSeq2000 (50 bp single-read). The processing of fluorescent images into sequences, base-calling and quality value calculations were performed using the Illumina data processing pipeline (version 1.8). Raw reads were filtered to obtain high-quality reads by removing low-quality reads containing more than 30% bases with Q<20. Finally, quality control of the raw sequence data was performed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/).

### Mapping of short reads, quality analysis and assessment of gene expression analysis for RNA-Seq

Evaluation and treatment of raw data was performed on the commercially available CLC Genomics Workbench v.4.7.1 (http://www.clcbio.com/genomics/). After trimming, the resulting high-quality reads were mapped onto the Arabidopsis genome (TAIR10). Approximately 25M reads of each sample that mapped with ≤2 mismatches were used for further analyses. The read number of each gene model was computed based on the coordinates of the mapped reads. A read was counted if any portion of that read's coordinates were included within a gene model. As CLC Genomics Workbench v.4.7.1 distributes multireads at similar loci in proportion to the number of unique reads recorded and normalized by transcript length, we included both unique reads and reads that occur up to 10 times in the analysis to avoid undercount for genes that have closely related paralogs [36]. Gene expression values were based on reads per kilobase of exon model per million mapped read (RPKM) values [36]. The fold change and differential expression values between wild type and the *stk* mutant was calculated in terms of RPKM of the corresponding transcripts. Statistical analysis of biological replicates was assessed using heat map visualization of Euclidean distances. This clustered the biological replicates in the wild-type and mutant groups as expected. 

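Euclidean distances were computed on log2(RPKM + 1) over the 22522 gene models tested. The nearest pair of libraries was wild-type replicate 2 and *stk* replicate 2, at 77.8. The distance between the *stk* replicates was 81.5 and that between the wild-type replicates 88.9, while wild-type replicate 1 and *stk* replicate 1 were farthest apart, at 107. The mean distance within genotypes was 0.924 times the mean distance between them. On untransformed RPKM this ratio was 1.11, and with the models of each gene added together it was 0.827, and the nearest pair stayed the same in both. For the 500 gene models with the largest variance the nearest pair was the *stk* replicates, at 45.3, and wild-type replicate 2 lay 50.1 from *stk* replicate 2 and 55.9 from wild-type replicate 1. Pearson's r across gene models, which are not independent replicates, was 0.941 between the wild-type replicates, 0.954 between the *stk* replicates and 0.952 between wild-type replicate 2 and *stk* replicate 2.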

We further checked whether the overall variability of the samples reflected their grouping by performing Principal Component Analysis (PCA). This confirmed that the replicates were relatively homogenous and distinguishable from the samples of the other group. 

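The first principal component carried 47.9% of the variance and placed the libraries at 54.0 and 9.79 (wild-type replicates 1 and 2) and at -52.1 and -11.7 (*stk* replicates 1 and 2). It separated the genotypes by sign, with a gap between wild-type replicate 2 and *stk* replicate 2 that was smaller than the gap within either genotype. The second component, with 29.6%, placed the wild-type replicates at -29.9 and 45.2 and the *stk* replicates at -24.6 and 9.31.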

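The medians of log2(RPKM + 1) over the gene models tested were 3.37 and 3.28 in the wild-type libraries and 3.38 and 3.22 in the *stk* libraries. The lower quartiles lay between 2.10 and 2.25, and the upper quartiles between 4.35 and 4.54. The 10 most abundant gene models of a library held between 6.66% of its summed RPKM (*stk* replicate 1) and 9.78% (*stk* replicate 2).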

Finally, the overall distribution of expression values between the different samples confirmed that none of the samples stood out from the rest. To obtain statistical confirmation of the differences in gene expression, P and FDR values were computed using Baggerley's test on expression proportions. We applied a threshold value of *P* = 0,05 to ensure that differential gene expression was maintained at a significant level (5%) for the individual statistical tests. Transcripts that exhibited an estimated absolute Fold Change ≥2 (*i.e.* 2 mapped reads per kilobase of mRNA) were determined to be significantly differentially expressed. To gain insight into the biological processes associated with the regulated genes, we determined which GO annotation terms were over-represented, in both the up-regulated (S1 Table) and down-regulated (S2 Table) lists. Gene set enrichment analysis was performed with the agriGO database [38] using the Singular Enrichment Analysis (SEA). All RNA-seq files are available from the NCBI GEO database (accession number GSE59637).

### Histological analysis

For the morphological analysis of integuments, *Arabidopsis thaliana* wild-type (ecotype Columbia) and *stk* mutant plants were fixed for Technovit 7100 embedding (Heraeus Kulzer) following the manufacturer's instructions. Sections of plant tissue (0.8 µm) were stained in 0.5% (w/v) toluidine blue O. Samples were observed using a Zeiss Axiophot D1 microscope (http://zeiss.com/) equipped with differential interface contrast (DIC) optics. Images were recorded with an Axiocam MRc5 camera (Zeiss) using the Axiovision program (version 4.1). The whole-mount vanillin assay for PA detection was performed as described previously [61]. Vanillin (vanilaldehyde) condenses specifically with PAs and flavan-3-ol precursors to yield a bright-red product under acidic conditions. Microscopic observations were performed as detailed above.

### Preparation of extracts

Three biological replicates of immature and mature seeds (30 mg) were frozen in liquid nitrogen and ground to a fine powder using an analytical mill (IKA; A11 basic). The soluble PA fraction was extracted with 75% methanol∶water (v/v) containing 0.1% formic acid. The mixture was vortexed, sonicated for 30 min at room temperature, vortexed again and then centrifuged (13000 rpm, 10 min). Soluble PAs (contained in the supernatant) were analyzed by LC-MS. The pellet was washed with 50% methanol∶water, centrifuged (13000 rpm, 10 min), washed again with 100% methanol and centrifuged (13000 rpm, 10 min). Samples were dried in a speed vacuum for 1 hour at 30°C and then hydrolyzed with NaOH (2N) for 15 min at 60°C. The mixture was vortexed and HCl (4N) was added. To remove lipids hexane was added to the mixture and after centrifugation (13000 rpm, 10 min) the upper phase was removed. The insoluble PAs were extracted three times with ethyl acetate, and the three extractions were combined and dried in a speed vacuum for 1 hour at 30°C. The pellet was dissolved in acetone∶water∶acetic acid (70∶29.5∶0.5 v/v/v), vortexed, sonicated for 15 min and centrifuged (13000 rpm, 10 min). This PA fraction was analyzed by LC-MS.

### Targeted profiling of proanthocyanidins

The profiling of PAs in extracts of seeds was performed by MS analysis using the UPLC-qTOF instrument (Waters High Definition MS System; Synapt) with the UPLC column connected online to a photodiode array detector (Waters, Acquity) and then to the MS detector equipped with an electrospray probe. The separation of metabolites and detection of the eluted compound masses was performed as previously described [62]–[66].

### Construction of binary vectors and plant transformation

For the construction of *pSTK::STK-GFP*, DNA fragments containing the 3,5 kb promoter region and the complete *STK* genomic region without the stop codon were amplified from wild-type genomic DNA and cloned into a pGreen II binary vector containing a *GFP* reporter gene cassette. For amplification we used the following primers containing attB1 and attB2 recombination sequences: AtP_3066 5′-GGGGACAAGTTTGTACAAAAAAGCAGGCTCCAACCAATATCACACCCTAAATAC-3′ and AtP_3067 5′-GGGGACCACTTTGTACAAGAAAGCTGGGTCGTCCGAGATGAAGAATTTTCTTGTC-3′.

The resulting binary vectors were transformed into *Agrobacterium tumefaciens* by electroporation prior to stable transformation of plants using the floral dip method. Transformant lines were obtained using BASTA as a selection agent. Resistant transgenic plants showing strong GFP fluorescence were genotyped and those that complemented the *stk* phenotype were selected. Protein expression patterns were analyzed by Confocal Laser Scanning Microscopy (CLSM). Fresh material was collected, mounted in 10 mg/ml of propidium iodide (Sigma P-4170) in water and immediately analyzed. CLSM analysis was performed using a Leica TCS SPE with a 488 nm argon laser line for excitation of GFP fluorescence; emissions were detected between 505 and 580 nm. For PI fluorescence a 543 nm laser line was used and emissions were detected between 600 and 640 nm. Confocal scans were performed with the pinhole at 1 airy unit. Images were collected in the multi-channel mode and the overlay images were generated using the Leica analysis software LAS AF 2.2.0.

### Expression analysis by *in situ* hybridization

DIG-labelled RNA probes for detection and hybridization of *BAN* were prepared as previously described [67]. Sections of plant tissue were hybridized with digoxigenin-labelled *BAN* antisense probe amplified using primers AtP_4331 (5′-CGAGTAGC TTATCTCTCTCG -3′) and AtP_4332 (5′- TCAATCCTTTTGACTCGAAG -3′).

### ChIP and qRT-PCR analysis

The genomic regions located 3 kb upstream of the ATG, 1 kb downstream of the stop codon, and in the exons and introns of the selected genes were analyzed to identify CArG box sequences with up to one base mismatch. 

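In the reference assembly TAIR10.1, *BAN* is transcribed from the minus strand of chromosome 1, and the first base of its ATG is at 22792757. The 140 bases upstream of it, from 22792758 to 22792897, read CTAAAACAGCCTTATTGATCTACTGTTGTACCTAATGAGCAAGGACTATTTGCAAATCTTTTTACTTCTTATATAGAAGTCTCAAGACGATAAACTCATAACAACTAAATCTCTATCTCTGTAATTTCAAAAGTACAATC. The *BAN* primers for ChIP bound a product of 179 bases from 22792736 to 22792914. With a CArG box taken as 2 C, 6 bases of A or T and 2 G, the 355 bases upstream of the ATG held 0 boxes with up to 1 mismatch and 7 with up to 2. One of the latter, TCTTATATAG, lies 74 to 65 bases upstream of the ATG. Over 3000 bases upstream there was 1 box with up to 1 mismatch, CCTAAAAAGC, from 22794632 to 22794641, 1884 to 1875 bases upstream.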

ChIP experiments were performed in a modified version of a previously reported protocol [68]. The qRT-PCR assay was conducted in triplicate on three different biological replicates, with three technical replicates for each sample, and was performed in a Bio-Rad iCycler iQ optical system (software version 3.0a). ChIP efficiency was determined using the third CArG box of the *VDD* gene as a positive control [43]. Fold enrichment was calculated using the formulae of a previously reported protocol [43].

For ChIP-based analysis of histone modifications, the following antibodies were used for immunoprecipitation: rabbit anti-histone H3 (Sigma-Aldrich H0164) and rabbit anti-H3 acetyl K9 (Upstate 07-352) and were handled in parallel to samples lacking antibody. qRT-PCRs were performed on input and immunoprecipitated samples and % of input was calculated. The signal obtained after precipitation with anti-H3K9ac antibody (as indicated in the figure) was normalized to the signal obtained by precipitation with an antibody to an invariant domain of histone H3. For H3K9ac analyses, *IAA8* (*At2g22670*) was used as a reference as it carries the H3K9ac mark and is equally expressed in both samples [49]. Relative enrichment of *Mu-like* transposons was included as negative control. Sequences of oligonucleotides used for ChIP analyses are listed in S5 Table.

### Expression analysis

qRT-PCR experiments were performed on cDNA obtained from siliques from 3 to 4 DAP and unpollinated flowers. Total RNA was extracted using the LiCl method [69]. DNA contamination was removed using the Ambion TURBO DNA-free DNase kit according to the manufacturer's instructions. The treated RNA was reverse transcribed using the ImProm-II reverse transcription system (Promega). cDNAs were used as templates in the qRT-PCR reactions containing the iQ SYBR Green Supermix (Bio-Rad). The qRT-PCR assay was conducted in triplicate on three different biological replicates, with three technical replicates for each sample, and was performed in a Bio-Rad iCycler iQ Optical System (software version 3.0a). Relative transcript enrichment of genes of interest was calculated normalizing the amount of mRNA against different endogenous control fragments (*UBQ*, *ACT*, *PPa2* and *SAND* [70]). The difference between the cycle threshold (Ct) of the gene and that of the reference gene (ΔCt = CtGENE – CtREFERENCE) was used to obtain the normalized expression of that gene, which corresponds to 2^−ΔΔCt^. The primers used for this analysis are listed in S5 Table.

### Accession number

Annotated sequences used in this article can be found in the GenBank/EMBL data libraries under the following accession number: *SEEDSTICK*, *At4g09960*; *BANYULS*, *At1g61720*.

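In the reference annotation of TAIR10.1, *STK* lies on the minus strand of chromosome 4 from 6236375 to 6241281, with 6 annotated models, and its model AT4G09960.4 has 9 exons. *BAN* lies on the minus strand of chromosome 1 from 22790966 to 22792803 and has a single model of 6 exons, from 22792625 to 22792803 for exon 1 to 22790966 to 22791473 for exon 6. The expression files hold 4 models of *STK* and 1 of *BAN*.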

## Supporting Information

S1 Figure Insoluble PAs analysed by LC-MS. No differences were detected in the metabolic profiles of insoluble PAs between mature wild-type (black bars) and *stk* mutant seeds (grey bars). Error bars represent SD of three independent measurements.
(TIF) Click here for additional data file.

S2 Figure *BAN* expression is up-regulated in the *stk* mutant. qRT-PCR performed on cDNA obtained from siliques from 0 to 6 DAP. The relative mRNA levels confirmed the result obtained by the RNA-Seq experiment indicating that the expression of BAN is up-regulated in the absence of the STK protein. Error bars represent the propagated error value using three replicates.
(TIF) Click here for additional data file.

S1 Table List of 156 genes up-regulated in the *stk* mutant background according to the criteria described in the text.
(XLS) Click here for additional data file.

S2 Table List of 90 genes down-regulated in the *stk* mutant background according to the criteria described in the text.
(XLS) Click here for additional data file.

S3 Table Gene ontology analysis. Singular enrichment analysis of GO annotation terms over-represented in the list of genes up- and down-regulated in the Arabidopsis *stk* mutant with respect to the wild-type.
(DOCX) Click here for additional data file.

S4 Table List of the annotated metabolites shown in Fig. 3.
(DOCX) Click here for additional data file.

S5 Table List of primer pairs used in the ChIP and expression analysis experiments.
(DOC) Click here for additional data file.

# Supplementary material for: SEEDSTICK is a Master Regulator of Development and Metabolism in the Arabidopsis Seed Coat
**Source:** PLoS Genet. 2014 Dec 18;10(12):e1004856. doi: 10.1371/journal.pgen.1004856
**Supplement:** S3 Table — Gene ontology analysis. Singular enrichment analysis of GO annotation terms over-represented in the list of genes up- and down-regulated in the Arabidopsis stk mutant with respect to the wild-type.

**Table S3. Gene ontology analysis.**

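The enrichment compares how many genes of a list carry a GO term with how many carry it in a background, and its entries name genes rather than gene models. The authors' deposited table counts 149 up-regulated genes and 89 down-regulated genes, where S1 Table and S2 Table hold 156 and 90. Of the terms beyond those named in the results, response to hormone stimulus held 11 up-regulated genes against 982 in the background of the authors' deposited table. The RPKM summed over gene models changed at least 2-fold in 6 of these 11.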

Singular enrichment analysis of GO annotation terms over-represented in the list of genes up- and down-regulated in the Arabidopsis *stk* mutant with respect to the wild-type (with a p-value <0,005).

|  | **Go term** | **p-value** |
| --- | --- | --- |
| **A) UP-REGULATED** |  |  |
| **CELLULAR COMPONENT** | | |
|  | endomembrane system | 2.9 E-10 |
|  | cell part | 6.9 E-9 |
|  | cell | 6.9 E-9 |
| **MOLECULAR FUNCTION** | | |
|  | pectinesterase activity | 0.00032 |
|  | lipid binding | 0.00035 |
|  | enzyme inhibitor activity | 0.00071 |
|  | enzyme regulator activity | 0.00073 |
| **BIOLOGICAL PROCESSES** | | |
|  | lipid localization | 3.10 E-11 |
|  | secondary metabolic process | 5.10 E-06 |
|  | phenylpropanoid metabolic process | 8.30 E-06 |
|  | flavonoid biosynthetic process | 1.10 E-05 |
|  | flavonoid metabolic process | 2.00 E-05 |
|  | phenylpropanoid biosynthetic process | 2.70 E-05 |
|  | cellular amino acid derivative metabolic process | 4.50 E-05 |
|  | cellular amino acid derivative biosynthetic process | 4.90 E-05 |
|  | aromatic compound biosynthetic process | 5.40 E-05 |
|  | lipid transport | 5.80 E-05 |
|  | cellular aromatic compound metabolic process | 0.00022 |
|  | cellular amino acid and derivative metabolic process | 0.00043 |
|  | macromolecule localization | 0.00057 |
|  | response to abscisic acid stimulus | 0.00086 |
|  | response to endogenous stimulus | 0.0012 |
|  | response to hormone stimulus | 0.002 |
| **B) DOWN-REGULATED** | | |
| **MOLECULAR FUNCTION** |  |  |
|  | DNA binding | 3.90E-05 |

# Supplementary material for: SEEDSTICK is a Master Regulator of Development and Metabolism in the Arabidopsis Seed Coat
**Source:** PLoS Genet. 2014 Dec 18;10(12):e1004856. doi: 10.1371/journal.pgen.1004856
**Supplement:** S4 Table — List of the annotated metabolites shown in Fig. 3.

**Table S4. List of the annotated metabolites shown in Figure 3.**

| **Retention time (min)** | **Mass (m/z)** | **Polarity** | **Annotation** |
| --- | --- | --- | --- |
| 6.83 | 289.07 | Negative | (Epi)Catechin |
| 6.1 | 577.13 | Negative | Dimer1 |
| 10.65 | 577.13 | Negative | Dimer2 |
| 7.74 | 865.2 | Negative | Trimer |
| 8.24 | 1153.26 | Negative | Tetramer |
| 8.52 | 720.15 | Negative | Pentamer |
| 8.96 | 864.19 | Negative | Hexamer |
| 9.36 | 1008.71 | Negative | Heptamer |
| 9.71 | 1152.75 | Negative | Octamer |
| 10.1 | 1296.79 | Negative | Nonamer |

# Supplementary material for: SEEDSTICK is a Master Regulator of Development and Metabolism in the Arabidopsis Seed Coat
**Source:** PLoS Genet. 2014 Dec 18;10(12):e1004856. doi: 10.1371/journal.pgen.1004856
**Supplement:** S5 Table — List of primer pairs used in the ChIP and expression analysis experiments.

**Table S5. List of primer pairs used in the ChIP and expression analysis experiments.**

| **Primers for ChIP experiment** | |
| --- | --- |
| *ACT7* | 5’-CGTTTCGCTTTCCTTAGTGTTAGCT-3’  5’-AGCGAACGGATCTAGAGACTCACCTTG-3’ |
| *VDD* | 5’-GGAAATATGACGCTTGTCTTTTTAG-3’  5’-CAGAAACAGCAATATGCTCGTG-3’ |
| *BAN* | 5’-GATCACGTGCTTACCTTC-3’  5’-TGTGTGTAAGAGTCTGGT-3’ |
| *ABS* | 5’-GAAGTTTAGACCCGTTCAAG-3’  5’-ATGCTGAAACTCGAACACTG-3’ |
| *EGL3* | 5’-TCCGTGCAATTAATGCGAGC-3’  5’-CTAACGCCGCAGATGATGATG-3’ |
| *TT8* | 5’-AAAGATAAGAGGCTACCGCG-3’  5’-ATTCTCAAGCTCATGGACCC-3’ |
| *IAA8* | 5’-GAACGTAACTACTTGGGTCT-3’  5’-GTCTTTAGAAGGTAGCAAC-3’ |
| *MU-like* | 5’-AATTCCGCCTTCGAACAACTTCTCG-3’  5’-GGCAACCCTTGCTGTTGCATTTG-3’ |
| **Primers for expression analysis experiment** | |
| *ACT8* | 5’-CTCAGGTATTGCAGACCGTATGAG-3’  5’-CTGGACCTGCTTCATCATACTCTG-3’ |
| *UBQ* | 5’-CTGTTCACGGAACCCAATTC-3’  5’-GGAAAAAGGTCTGACCGACA-3’ |
| *SAND* | 5’-CAGACAAGGCGATGGCGATA-3’  5’-GCTTTCTCTCAAGGGTTTCTGGGT-3’ |
| *PP2a* | 5’-CAGCAACGAATTGTGTTTGG-3’  5’-AAATACGCCCAACGAACAAA-3’ |
| *BAN* | 5’- ATCTTCCATGTCGCAACTCC -3’  5’- CACACGCTTGACTGATTTCG -3’ |
| *ABS* | 5’-GCAGCAACAGTTGGAGAATC-3’  5’-TCCCAGCTTGTTGAAACTCC-3’ |
| *TT8* | 5’-ATGAAGAAGCCGAAGACGAA-3’  5’-CTTGTGGGGTGTGACATGAG-3’ |
| *EGL3* | 5’-AACCAGGAGTGTTGGAGTGG-3’  5’-CGGAAGCTCGTCTAGTGACC-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

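The authors deposited a file of RPKM values for each of the 4 libraries, 2 of wild-type and 2 of *stk* mutant inflorescences and siliques, and a table of enriched GO terms for up-regulated and for down-regulated genes. Read counts are not among the deposited files. Each expression file holds 35182 gene models of 27206 genes, named by TAIR10 locus, and 5804 genes have more than 1 model. The RPKM values were used as the authors deposited them. A gene model that appears at more than 1 position was kept as separate entries, which concerned 6 models.

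Positions in the expression files are those of TAIR10. The reference annotation used for exon lengths, symbols and products belongs to TAIR10.1, with gene models of Araport11. Chromosome coordinates are shared between them, but 26.2% of the gene models have the same start and end in both, so exon lengths of the other models are approximate. An exon length was found for 34622 gene models and a symbol or locus for 34694. Positions of named genes come from the expression files, and exons, primer sites and upstream sequence come from the reference.

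Library sizes were recovered from the spacing of RPKM values at 4980 genes with a single model. Because RPKM times exon length times library size must be a whole number, they are estimates that rest on the exon lengths. They range from 16965995 reads in wild-type replicate 1 to 33673020 in *stk* replicate 2. The paper's text gives about 25M mapped reads for each sample, while the RPKM values use the sizes recovered here, which differ between libraries.

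The main test was limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on log2(RPKM + 1) for gene models with a mean of at least 1 RPKM over the libraries, with p-values adjusted by the Benjamini-Hochberg method over all models tested. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The study's criteria were applied as an unadjusted p of at most 0.05 and a ratio of mean RPKM of at least 2. Baggerley's weighted test was rewritten from its published form and applied to RPKM values with the summed RPKM as library total. Groups of the PA pathway were tested as sets with camera at a correlation of 0.01. Families were defined by words of the annotation's descriptions and tested with Fisher's exact test (two-sided) against all gene models tested. Gene sums add the RPKM values of all models of a gene. Distances are Euclidean, and principal components were taken from centred log2 values.

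The main test, its alternatives and the criteria for genes in the text were written down before the data were examined. Alternatives covered quantile normalization, limma with trend, other filters, a pseudocount of 0.1, sums over gene models, a replicate block and leaving out each library, as well as Baggerley's test, other thresholds, other set tests and other distances. Chosen after seeing the data were Baggerley's test on gene sums, thinning of reads to the shallowest library, a replicate block with crossed numbers and removal of each library's trend of log2 values against exon length.

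Genes are named in the text if the paper's text or Fig. 4 names them, if they passed the adjusted threshold, if they have one of the 5 largest finite fold changes of S1 Table or S2 Table, if they are listed there and belong to a described family, or if they stand in both tables. Further genes were chosen after their values were seen: the strongest decreases on gene sums, genes that passed with Baggerley's test and stand in neither table, and single examples. Where a gene has several models, the listed model is given, or else the most abundant one, together with the gene sum.

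The procedure was tested on simulated data with 4 libraries. Limma recovered 18 of 64 gene models with a log2 change of 3 at an adjusted p under 0.05 (Benjamini-Hochberg), and 0 of 61 with a change of 2 and 0 of 75 with a change of 1. It called 0 of 22322 unchanged models there, of which 1239 had an unadjusted p of at most 0.05 and 399 met the study's criteria. Of 200 changed models, 169 met those criteria. Camera told a set raised by a log2 of 1 from an unchanged set. Baggerley's test found 196 of 200 changed models with RPKM as input and 200 with reads, along with 90 and 4123 of 21679 unchanged ones. The simulated library sizes were recovered in full, which the setup ensured, because the same exon lengths entered the simulation and the recovery. Errors in exon lengths were therefore not tested there.

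With 2 libraries against 2, an exact permutation test cannot reach p under 0.333. With a library left out, fold changes alone are given here. The qRT-PCR, *in situ* hybridization, ChIP and LC-MS measurements of the study were not analysed here, and raw reads were not used here.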

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

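*BAM5* (AT4G15210, beta-amylase 5, chromosome 4, 8666338 to 8669470) met the study's criteria with Baggerley's test but stands in neither S1 Table nor S2 Table. It was chosen after its values were seen, and no test of an explanation for it was set beforehand. Its model AT4G15210.1 had 460 and 431 RPKM in wild type and 234 and 196 RPKM in *stk*, a log2 fold change of -1.05 (standard error 0.16, adjusted p = 0.486 from limma with Benjamini-Hochberg adjustment). Baggerley's test gave it an unadjusted p of 2.5e-38. A technical reading through the division of reads among models has little room here, because the sum over its 2 models changed by a fold of -2.06, much as the single model did with -2.07. Few reads are no explanation at such RPKM values. Both *stk* libraries, from different lanes, lay below both wild-type libraries. A change in the plant and a difference in the age or share of tissues between the collections remain, and these libraries do not separate them.

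Of 21 genes with a model that passed with Baggerley's test and that neither table lists, 16 had models passing in both directions and 5 in a single direction, *BAM5* among the latter. The other 4 were *BNS* (AT1G73177, fold 4.22), AT2G30810 (fold 3.44), *ATARD2* (AT4G14710, model fold 15.6, gene-sum fold 1.06) and AT2G31810, whose model AT2G31810.3 had 9.66 and 8.83 RPKM in wild type, was listed at 0 in both *stk* libraries and belongs to a gene whose sum changed by a fold of -1.14.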

How the results depend on the processing

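Gene models with an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment) numbered 2 in the main test. The count was 15 with quantile normalization and 24 with a pseudocount of 0.1. It was 0 without a filter (2279 with an unadjusted p under 0.05), 0 with at least 1 RPKM in every library (1549 unadjusted) and 0 with models summed per gene (1749 unadjusted). With the replicate number as a block it was 0 (1556 unadjusted). Equal replicate numbers showed no pairing: deviations of libraries with the same number correlated at r = -0.093 over gene models, which are not independent replicates, and at -0.127 over gene sums. A block with crossed numbers, chosen after seeing the data, gave 9 calls, and 1444 by the study's criteria. Also chosen after seeing the data, removal of the length trend gave 1 call for gene models and 4 for gene sums. Both calls were at 0 in both *stk* libraries, so leaving out a library could not change their direction. The cause of these shifts was not tested. In the simulation limma found only changes of the largest size with 4 libraries, so the count of adjusted calls says little about smaller changes. Alternatives written for read counts were not run, because the files hold RPKM values.

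Gene models that met the study's criteria numbered 794. The count was 1194 without a filter, 517 with at least 1 RPKM in every library, 1338 at a fold of 1.5, 2 with an adjusted p in place of the unadjusted one and 291 with Baggerley's test. Baggerley's test on gene sums gave 104 and limma on gene sums with the length trend removed gave 400, both chosen after seeing the data. Leaving out a library kept between 643 and 743 of them at 2-fold. Of the 246 entries of S1 Table and S2 Table, 108 kept a 2-fold change of the same direction in the gene sum.

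*STK* stayed between -2.17 and -2.05 with a library left out. For gene sums with the length trend removed, its log2 fold change was -2.15, with an adjusted p of 0.0414 from limma (Benjamini-Hochberg). Over the alternatives, that adjusted p ran from 0.0414 to 0.639. With the correlation estimated, camera's adjusted p from limma (Benjamini-Hochberg) was 0.0852 for the LBGs, 0.0852 for the regulatory genes and 0.0852 for the transport genes, each weaker than in the main setting. With the replicate number as a block, camera's adjusted p-values from limma (Benjamini-Hochberg) were 3.2e-05, 0.000774 and 0.000201 in the same order. Under the same block they became 0.317, 0.368 and 0.317 with the correlation estimated (limma, Benjamini-Hochberg), and fry's were 0.00518, 0.0728 and 0.0297 (limma, Benjamini-Hochberg), so the regulatory genes did not hold under fry there. Since the study chose this pathway on these libraries, the p-values of these set tests are not independent evidence.

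The ratio of distances within to distances between genotypes was 0.924 and became 1.11 on untransformed RPKM. Families tested on the adjusted calls had p = 1 by Fisher's exact test. On the study's criteria in both directions, Fisher's exact test gave adjusted p-values (Benjamini-Hochberg) of 0.000133 for lipid transfer and 0.000536 for pectin. The same test gave adjusted p-values of 1.1e-19 for the cysteine-rich genes, 0.242 for flavonoid and 0.353 for DNA binding. Gene models found in one genotype alone numbered 548 for *stk* and 174 for wild type. These counts became 43 and 31 with at most 0.1 RPKM against more than 1 RPKM, and 294 and 58 on gene sums.

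For 70 single genes, 535 values from alternatives with all 4 libraries were compared with the main one by sign and by the side of an adjusted p of 0.05 (limma, Benjamini-Hochberg), whatever the size of the change: 515 kept both, 6 lost the threshold, 4 gained it and 10 reversed in sign. Of the 515, 26 were under 0.5 times the main log2 fold change. Gene sums moved sizes most, with 18 of 70 genes under 0.5 times and of the same sign, for example *IAA8* from 3.09 to 0.0039, *MLP28* from -6.15 to -0.39 and *HMGB3* from -4.15 to -0.19. On gene sums the log2 fold changes that reversed were 0.0899 for *F3H*, -0.26 for *TTG1*, -0.15 for *nPAP*, -0.0043 for AT2G43180, -0.0433 for *PHT4;3*, -0.13 for AT1G18270, 0.14 for AT5G64130, -0.0078 for AT3G46600 and 0.13 for AT1G63110. With a pseudocount of 0.1, *EGL3* moved to -0.0017. Of 280 values with a library left out, 264 kept their sign and moved by less than the replicate spread, 12 reversed and 4 moved by more. The ranges of the genes that reversed were -0.19 to 0.0364 for *CHS*, -0.17 to 0.0586 for *CHI*, -0.23 to 0.11 for *F3H*, -0.0093 to 0.12 for *F3′H*, -0.47 to 0.0257 for *FLS*, -0.0065 to 0.17 for *ABS*, -0.20 to 0.21 for *TTG1* and -0.38 to 0.38 for *EGL3*.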

Differences from the paper's values

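For *ABS* the paper's Table 1 gives a fold change of 1.64, where the most abundant model gave 1.07 here. Of the alternatives set before the data were examined, none removed the difference: gene sums gave 1.16, quantile normalization 1.07, and leaving out a library gave values from -1.01 to 1.17. The model AT5G23260.1 alone gives 1.64, a choice made after seeing the values.

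For *TTG1* the paper's fold change is -1.01, and the value here was 1.01, a difference of sign alone. Of the alternatives set before the data were examined, gene sums gave -1.21, leaving out wild-type replicate 2 gave -1.05 and leaving out *stk* replicate 1 gave -1.16, all with the paper's direction and a larger change. Quantile normalization (1.02), leaving out wild-type replicate 1 (1.08) and leaving out *stk* replicate 2 (1.16) did not. The other 15 of the 17 fold changes of Table 1 lay within 0.02 of those computed here.

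The paper's counts are 156 up-regulated and 90 down-regulated genes, 246 together, and limma's unadjusted p with the fold criterion gave 522 higher and 272 lower gene models, 794 together. Baggerley's test, set before the data were examined, came near all 3 of the paper's counts with 177, 114 and 291. For the lower genes alone, at least 1 RPKM in every library gave 131 and gene sums gave 62, against the paper's 90. Quantile normalization, limma with trend, no filter and a pseudocount of 0.1 were farther from 90. So were a replicate block, a fold of 1.5, an adjusted p and the alternatives chosen after seeing the data. The nearest of the latter gave 141, on gene sums with the length trend removed. No other alternative came as near as Baggerley's test to any of the 3 counts.

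Among its deregulated transcripts the paper reports 18 detected only in *stk* and 11 only in wild type. The gene models of S1 Table and S2 Table give 18 and 11 here too. Over all gene models, a wider scope than the paper's, the numbers here were 548 and 174, and neither alternative set before the data were examined came near, with 43 and 31 at more than 1 RPKM and 294 and 58 on gene sums. Thinned reads, chosen after seeing the data, gave 450 and 247.

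The paper describes *EGL3* and *ABS* as up-regulated and measured both by qRT-PCR, which was not analysed here. That qRT-PCR used siliques of a narrow stage, and unpollinated flowers for *ABS*, where *ABS* was unaffected. The paper proposes that STK regulates these genes during that stage. The RNA-Seq libraries pool inflorescences with siliques until 5 DAP, so they cannot decide on a change limited to that stage. In the RNA-Seq libraries *EGL3* had libraries of the genotypes in mixed order and a log2 fold change of 0.00, and *ABS* one of 0.08, each smaller than its standard error. On gene sums *EGL3* had 0.15 (standard error 0.16) and *ABS* 0.17 (standard error 0.14), with both *stk* libraries above both wild-type libraries for *ABS*. The paper describes the replicates as clustering by genotype, and here the nearest pair of libraries joined the genotypes in the main setting (77.8), on untransformed RPKM, on gene sums (37.5) and for gene models of at least 20 RPKM (30.1). The nearest pair was the *stk* replicates for the 500 gene models with the largest variance (45.3), an alternative set before the data were examined, and with the length trend removed for gene models (70.6) and gene sums (32.0), both chosen after seeing the data. The wild-type replicates were the nearest pair in none of these. The paper describes several CArG boxes near the start of *BAN*, with up to 1 base mismatch, and here 0 were found in the 355 bases upstream with up to 1 mismatch. With up to 2 mismatches, 7 were found there, where the paper has 6, and 3 in the 140 bases upstream, where the paper has 3. Among the 7 are 2 pairs shifted by 1 base. The paper does not state the sequence it took as a CArG box.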

Other observations

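Of the tests below, those chosen only after the result was seen are gene sums for the listed models at 0 and for the listed genes, RPKM values in Baggerley's test, the distances on gene sums and between replicates of equal number, exon length of the genes called higher, neighbouring genes, late seed genes and the second name of AT4G20440. Thinning of reads, removal of the length trend, lists matched on exon length, gene models of at least 20 RPKM and photosystem genes were chosen after seeing the data too, though before their own results were seen.

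Most listed genes with several models changed in one model and not in their sum. The sum changed at least 2-fold the same way for 25 of 163 such entries of S1 Table and S2 Table, for 2 of the 29 listed models at 0 and for 2 of the 19 DNA-binding genes. The fewest reads expected at the models listed at 0 had a median of 133, so too few reads do not explain the zeros. Reads of one gene divided differently among its models from library to library may explain these changes. A switch between transcripts would also leave the sum unchanged, and RPKM values per model do not tell it from a change in how the software assigned reads. *IAA8* (AT2G22670) is an example: the model AT2G22670.3 was listed at 0 in both wild-type libraries and had 9.54 and 5.88 RPKM in *stk*, while the gene sum was 340 in both genotypes. Of the models with the largest finite folds, those of *nPAP*, *GER2*, AT2G43180, *PHT4;3* and AT1G18270 rose between 61.9-fold and 239-fold. Their gene sums changed by -1.11-fold to 1.00-fold, and AT2G43180 shares 173 bases with AT2G43160. The size of these model folds is uncertain, because the wild-type means lay between 0.0084 RPKM (*nPAP*) and 0.0836 RPKM (AT1G18270). With a library left out, the fold of AT1G18270 ran from 35.5 to 242. Among the models with the largest finite folds lower in *stk*, those of *TRP1*, AT1G78780, *CKB1* and *HMGB3* had gene-sum folds between -1.27 and -1.12. AT1G63110, *HOG1* and AT5G63460 stand in both tables, with gene-sum folds of 1.10, -1.06 and -1.02.

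The listed p-values were compared with Baggerley's test computed here. With RPKM values entered as counts, 81.5% of the listed p-values lay within 10% of those computed, against 4.64% with estimated reads. RPKM values in place of counts may therefore underlie the listed p-values. A further 8 listed p-values are above 1, and 6 of these come within 25% once the sign of their exponent is changed.

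Genes called higher in *stk* on gene sums were short, with a median exon length of 672 bases (permutation p = 0.0001 over 10000 draws, the smallest they can give). In the fifth with the shortest exons, from 87 to 1096 bases, 13.4% of genes were called higher, against 0.132% in the fifth with the longest. The excess sat in *stk* replicate 1, the library from lane 7, where the other 3 came from lane 1. Of 652 genes called on sums, 337 stayed 2-fold apart without that library and 624 without *stk* replicate 2. A difference in library preparation or lane could cause this, and so could a difference between the collections, because lane and library are the same thing here. Of the 508 genes called higher in the fifth with the shortest exons, 504 had at least 10 reads in both *stk* libraries. Photosystem and chlorophyll-binding genes, a sign of green tissue, had a median log2 fold change of 0.30 with 63 of 67 higher. It was 0.27 with the length trend removed, 0.19 without *stk* replicate 1 and 0.46 without *stk* replicate 2. The median of 0.30 lay above that of 100% of random lists matched on exon length. Median log2 values of these genes were 9.11 and 8.82 in the *stk* libraries, against 8.53 and 8.54 in wild type. These values go with a larger share of green tissue, which they neither show nor exclude. Late seed genes, a sign of older siliques, had a median of 0.22, which fell to 0.07 with the length trend removed. It was 0.06 without *stk* replicate 1 and 0.11 without wild-type replicate 2. Without wild-type replicate 1 it was 0.28, and without *stk* replicate 2 it was 0.33. The median of 0.22 lay above that of 99.84% of random lists matched on exon length. Median log2 values of these genes were 3.65 and 3.28 in the *stk* libraries, against 3.17 and 2.98 in wild type. Older siliques were thus neither shown nor excluded.

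This length trend did not carry the LBGs and transport genes. Their median log2 fold change lay above that of 100% of random gene lists matched on exon length, and it was 1.12 with the trend removed. For the cysteine-rich genes the trend could be part of the result but is unlikely to be all of it: 61.3% of them were called higher on sums, 19.4 points more than genes of the same length (permutation p = 3.0e-04), and 9 of 80 were still called with the trend removed. That permutation draws genes, so its p does not measure the spread between libraries. A difference between the collections remains possible for the cysteine-rich genes too. *LCR30*, *LCR73*, *LCR38*, *SCRL10* and defensin-like genes are among those listed, for example *SCRL10* with 4.87 and 16.5 RPKM in wild type and 73.4 and 32.5 RPKM in *stk*.

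More gene models were detected in the deeper *stk* libraries. Thinned to the reads of the shallowest library, 54.9% of the difference was left, so depth alone is unlikely to explain it.

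Wild-type replicate 2 lay nearer to *stk* replicate 2 than to wild-type replicate 1. With the length trend removed the nearest pair became the *stk* replicates, at 32.0 on gene sums, and this order of distances remained. The ratio of these distances was 0.927 for gene models of at least 20 RPKM and 0.895 on gene sums. It was 0.943 on gene sums with the length trend removed, so the order remained in each, but the ratios have no spread. Wild-type replicate 2 lay 77.8 from *stk* replicate 2 and 88.9 from wild-type replicate 1 in the main setting. On gene sums with the length trend removed these distances were 36.2 and 38.3. Weak expression, division among models or the length trend may therefore account for part of the pattern. Wild-type replicate 1 and *stk* replicate 1 lay 107 apart, the farthest pair, so handling of equal numbers together is unlikely. The cause remains open.

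*TT8* lies near *STK*, and a segment linked to the mutation could hold differences of its own. Within 1 Mb of *STK*, 12 of 223 genes were called on sums (Fisher's exact test, two-sided, p = 0.133), and within 3 Mb 36 of 576 (p = 0.000618, same test), a count that became 18 with the length trend removed (p = 0.101, same test). This does not settle whether linkage or STK raised *TT8*.

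The strongest decreases on gene sums beside *STK* were those of *HEI10* (AT1G53490), *MRD1* (AT1G53480), AT1G71690 and *QQS* (AT3G30720). *QQS* had 17.7 and 20.3 RPKM in wild type and 3.18 and 1.88 RPKM in *stk*, and AT1G71690 had 9.64 and 13.3 RPKM in wild type and 0.950 and 0.632 RPKM in *stk*. *MRD1* lies within AT1G53490. Neighbouring pairs called lower numbered 2, against 0.199 on average in random sets (permutation p = 0.0155). As 1 of these 2 is the pair that prompted the test, chance neighbours are not excluded. Shared reads in the overlap may be the reason, since they enter both genes, which was not tested.

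AT1G79580 is listed as lower in *stk*, but its 3 models with values hold the chromosome 4 positions and the values of AT4G20440, which is listed with the same fold change. The models of AT1G79580 at its own place on chromosome 1 were listed at 0 in all libraries. Values of AT4G20440 entered under a second label may be the reason, which leaves the change of AT1G79580 itself unmeasured.

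*MYB5* (AT3G13540), a regulator of the pathway outside Table 1, had 4.88 and 4.59 RPKM in wild type and 6.92 and 7.24 RPKM in *stk*, a log2 fold change of 0.49. *TT10* (AT5G48100) had 0.600 and 0.322 RPKM in wild type and 0.983 and 1.47 RPKM in *stk*, a level below the filter of the test.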
